# *Slowpoke* functions in circadian output cells to regulate rest:activity rhythms

**DOI:** 10.1371/journal.pone.0249215

**Published:** 2021-03-25

**Authors:** Daniela Ruiz, Saffia T. Bajwa, Naisarg Vanani, Tanvir A. Bajwa, Daniel J. Cavanaugh

## Abstract

The circadian system produces ~24-hr oscillations in behavioral and physiological processes to ensure that they occur at optimal times of day and in the correct temporal order. At its core, the circadian system is composed of dedicated central clock neurons that keep time through a cell-autonomous molecular clock. To produce rhythmic behaviors, time-of-day information generated by clock neurons must be transmitted across output pathways to regulate the downstream neuronal populations that control the relevant behaviors. An understanding of the manner through which the circadian system enacts behavioral rhythms therefore requires the identification of the cells and molecules that make up the output pathways. To that end, we recently characterized the *Drosophila* pars intercerebralis (PI) as a major circadian output center that lies downstream of central clock neurons in a circuit controlling rest:activity rhythms. We have conducted single-cell RNA sequencing (scRNAseq) to identify potential circadian output genes expressed by PI cells, and used cell-specific RNA interference (RNAi) to knock down expression of ~40 of these candidate genes selectively within subsets of PI cells. We demonstrate that knockdown of the *slowpoke* (*slo*) potassium channel in PI cells reliably decreases circadian rest:activity rhythm strength. Interestingly, *slo* mutants have previously been shown to have aberrant rest:activity rhythms, in part due to a necessary function of *slo* within central clock cells. However, rescue of *slo* in all clock cells does not fully reestablish behavioral rhythms, indicating that expression in non-clock neurons is also necessary. Our results demonstrate that *slo* exerts its effects in multiple components of the circadian circuit, including PI output cells in addition to clock neurons, and we hypothesize that it does so by contributing to the generation of daily neuronal activity rhythms that allow for the propagation of circadian information throughout output circuits.

## Introduction

Behavioral circadian rhythms depend on dedicated clock neurons in the brain that track time of day through the function of a molecular circadian clock. In the fruit fly, *Drosophila melanogaster*, there are ~150 central clock neurons in the brain, as determined by expression of components of the molecular clock. These clock neurons include the large and small ventral lateral neurons (lLNv and sLNv, respectively), the dorsal lateral neurons (LNd), the lateral posterior neurons (LPN), and three groups of dorsal neurons (DN1, DN2 and DN3) [1]. In addition to clock cells in the brain, molecular clocks have been identified in numerous peripheral tissues, where they are thought to regulate circadian control of tissue-specific functions [2, 3].

It is hypothesized that central clock neurons modulate behavior through neuronal connectivity with downstream output regions. Thus, an understanding of circadian control of behavior necessitates identification of output cell populations. We recently demonstrated that the pars intercerebralis (PI), functional equivalent of the mammalian hypothalamus, comprises a major circadian output center in *Drosophila* [4, 5]. The PI can be divided into several distinct neuronal subtypes that differ in terms of neuropeptide expression, projection patterns, and function [6]. Interestingly, these subtypes contribute differentially to circadian control of behavior and physiology. PI neurons that express the neuropeptide SIFamide (SIFa) project broadly throughout the brain and ventral nerve cord [5, 7, 8], and manipulations of these cells affect circadian rest:activity and feeding:fasting rhythms [4, 5]. A distinct subset expressing the neuropeptide diuretic hormone 44 (DH44), a homolog of the mammalian corticotropin-releasing factor, has a more circumscribed projection pattern [5, 6] and appears to selectively regulate rest:activity but not feeding:fasting rhythms [5, 9]. Finally, a third subset known as the insulin-producing cells (IPCs), which is defined by expression of the *Drosophila* insulin-like peptides (DILPs), is dispensable for both rest:activity and feeding:fasting rhythms [4, 5], and may instead mediate interactions between central and peripheral clock tissues [10].

A major question is how circadian information generated by clock cells is conveyed across output circuits to ultimately control behavioral and physiological processes. Because PI cells lack molecular clocks, their ability to transmit circadian information likely relies on cyclic inputs from central clock cells. Consistent with this idea, PI output cells have been shown to receive synaptic inputs from clock neurons [5, 10]. In flies and mammals, central clock neurons exhibit rhythms of cell excitability that result from oscillations in gene expression under control of the molecular clock [11–17], thus translating the ticking of the molecular clock into cyclic neuronal outputs. More recently, several groups have reported oscillations in neuronal activity in multiple putative circadian output cell populations in *Drosophila*, including DH44-expressing PI cells [10, 18–20]. Notably, these oscillations are under control of the central brain clock [19, 20], which supports a model in which neuronal activity rhythms are first generated in clock cells via molecular clock mechanisms and then propagated to downstream output cells to impose circadian modulation on behavioral processes. This model is consistent with the fact that constitutive activation or inhibition of different output cell populations, which would abrogate clock-driven neuronal activity rhythms in these cells, drastically decreases rest:activity rhythm strength [4, 5, 9, 19].

In addition to pinpointing output cell populations and tracing circuits controlling distinct behaviors, it is also essential to understand the molecular mechanisms that confer upon output cells the ability to transmit circadian information. This includes identification of circadian output genes that contribute to circadian rhythms without affecting molecular clock function. To date, few circadian output genes have been linked to regulation of behavioral rhythms, and most of these act within core clock neurons themselves, rather than downstream output areas [21, 22]. Identification of output genes will enhance our understanding of the function of output circuits, and furthermore will provide insight into the health consequences associated with circadian disruption and aging. For example, the fragmentation of sleep-wake cycles that occurs with aging is associated with a gradual reduction in circadian rhythm strength that results in part from decreased coupling between the central clock and output pathways [23, 24]. Output genes likely play an important role in this process.

Here, we sought to identify circadian output genes that function in PI cells to control behavioral rest:activity rhythms. We predicted that the ability of PI cells to propagate circadian information depends on the expression in output cells of 1) receptors for neuropeptides and neurotransmitters that are released from central clock cells, 2) ion channels and intracellular signaling molecules that regulate neuronal excitability, and 3) neuropeptides and neurotransmitters that are released from output neurons to communicate with downstream components of the output circuit. We therefore performed scRNAseq to identify candidate neuronal signaling molecules expressed by PI output cells, and conducted behavioral rest:activity monitoring following PI-specificRNAi-mediated knockdown of these molecules. Through these experiments, we identify a role for the *slowpoke* potassium channel in specific PI cell subsets as a critical regulator of circadian rest:activity outputs.

## Materials and methods

### Fly lines

We ordered the following fly lines from the Bloomington Drosophila Stock Center (BDSC): C767-GAL4 (RRID:BDSC_30848), UAS-Dicer2 (RRID:BDSC_24650 and RRID:BDSC_24651), UAS-nlsGFP (RRID:BDSC_7032), UAS-mCD8::GFP (RRID:BDSC_5130), and DILP2-GAL4 (RRID:BDSC_37516). We ordered DH44-GAL4 (VT ID 039046) from the Vienna Drosophila Resource Center (VDRC) [25]. SIFa-GAL4 [8], kurs58-GAL4 (FBti0017957) [26] and Dilp2mCherry (FBti0202307) [5] were gifts from Amita Sehgal. C929-GAL4 (FBti0004282) [27] was a gift from Paul Taghert. We obtained RNAi lines for behavioral screening from the VDRC and the BDSC (see S1 File for a complete list of RNAi lines) [28, 29].

### Single-cell RNA sequencing

We used a single-cell transcriptional profiling approach to identify potential circadian output genes expressed by relevant PI cell populations. The PI is comprised of ~30 cells, but only specific subsets have been implicated in control of rest:activity rhythms. Because the 14 DILP-expressing PI cells do not appear to contribute to rest:activity regulation [4, 5], we sought to target non-DILP-expressing PI cells for single-cell sequencing following GFP-guided cell capture. To identify the cells of interest, we drove GFP expression with either of two GAL4 lines, kurs58-GAL4 or C767-GAL4, which are both active in non-DILP-expressing PI cells [5]. Notably, constitutive neuronal activation under the control of either kurs58-GAL4 or C767-GAL4 compromises rest:activity rhythm strength, confirming the relevance of these cells [5]. The flies used for single-cell capture also included a Dilp2mCherry construct, which selectively labels the DILP-expressing PI cells. This served two purposes: first, Dilp2mCherry acted as a landmark to aid in PI localization; second, it allowed us avoid selecting DILP-expressing cells, which could be easily identified based on their mCherry fluorescence (see Fig 1A–1C).

**Fig 1:**
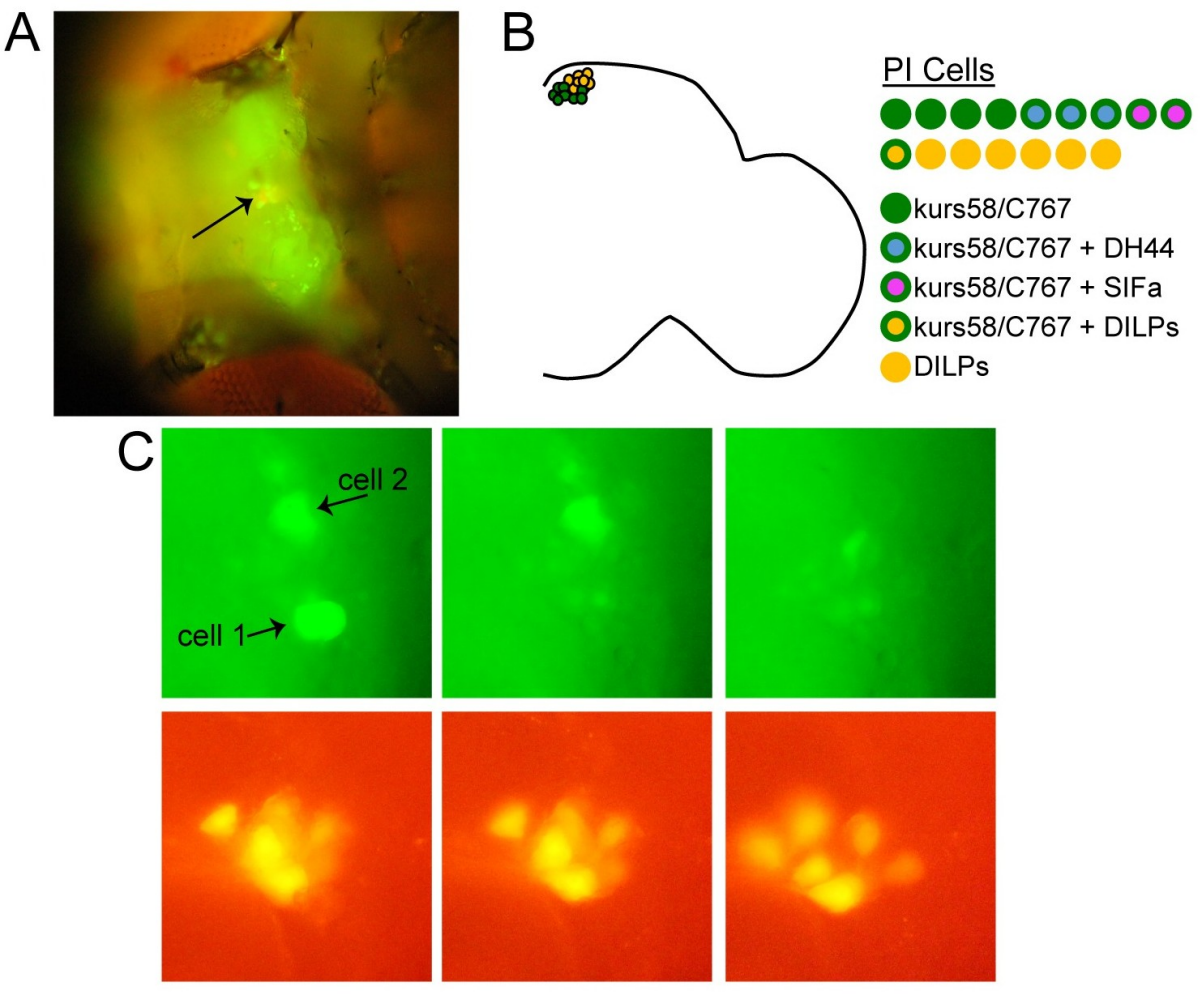
Single PI cell harvesting for RNA sequencing analysis. (A) Fluorescence microscopy image of a UAS-nlsGFP /Dilp2mCherry; C767-GAL4/+ fly prepared for PI cell harvesting. Head cuticle between eyes has been removed, revealing the dorsal surface of the brain. Arrow points to PI region. (B) Schematic showing different PI cell types. On the left, one hemisphere of the fly brain is depicted. kurs58-GAL4 and C767-GAL4 (green circles) are largely restricted to the non-DILP-expressing PI neurons. DILP-expressing neurons are depicted in orange. The neurochemical makeup of the different PI cells is detailed on the right. In each hemisphere, there are ~7 DILP-expressing PI cells (orange cirlces) and ~10 kurs58/C767-GAL4-expressing PI cells (green circles). The neuropeptides DH44 and SIFa are present in non-overlapping populations of the kurs58/C767-GAL4-expressing cells. 3 of these cells express DH44 (green circles with blue interior); 2 express SIFa (green circles with magenta interior). (C) Closeup of the PI region showing two GFP-expressing PI cells (top) that were harvested for single-cell sequencing. Sequential images were taken before and after harvesting each cell. Nearby Dilp2mCherry-expressing cells were unaffected (bottom).

We performed single-cell sequencing analysis on a total of 5 PI cells that were labeled by either kurs58-GAL4 or C767-GAL4. 

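In the excluded cell, 3.51% of the trimmed reads mapped to multiple places and 3.91% did not map, against 7.46% to 23.0% and 7.07% to 19.2% in the other 4 cells. Of its uniquely mapped reads, 37.0% lay outside annotated exons, in introns or between genes, compared with 27.0% to 36.9% in the other cells. A further 4.42% lay where genes overlap, compared with 5.18% to 6.18%. Expression was compared between libraries as log2-transformed RPM, with the reads assigned to genes as the denominator, across all genes with at least 1 RPM in at least 1 of the 5 cells. Spearman's rho between the excluded cell and each other cell ranged from 0.391 to 0.502, with a median of 0.448. Among the 6 pairs of the other cells it ranged from 0.464 to 0.672, with a median of 0.541. The lowest of these were the pairs of cell 3 with cells 1, 2 and 4 (0.464, 0.496 and 0.497). Cell 3 had its highest rho with the excluded cell (0.502), so the 2 ranges do not set the excluded cell apart from cell 3. These correlations are across genes, which are not independent replicates, and with a single excluded cell no test between it and the others was possible. The counts of every pair of libraries differed by more than the sampling noise, with a chi-square per degree of freedom of at least 144, so no library was counted as a copy of another.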

Following analysis, one cell was excluded due to indiscriminate mapping of reads. Kurs58-GAL4/Dilp2mCherry; UAS-mCD8::GFP/+ or UAS-nlsGFP /Dilp2mCherry; c767-GAL4/+ flies were anesthetized briefly with CO_2_, glued down onto a 35mm tissue culture dish (Falcon), and head cuticle was dissected off to expose the brain. Flies were submerged in HL3.1 [30] during cell harvesting. PI cells were visualized with an inverted microscope (Olympus BX61WI) with LUMPlanFl immersion objectives (20 x /0.50W and 40 x /0.80W). Since other cell types, in addition to PI cells, are labeled by GFP in both kurs58-GAL4 and C767-GAL4 flies, we used mCherry fluorescence to locate the PI, and only selected GFP-expressing cells adjacent to mCherry cells.

We used a fine-tipped glass micropipette for cell harvesting. The micropipette was inserted into a pipet holder and connected by flexible tubing to a 1 mL syringe. Using a micromanipulator, we slowly advanced the micropipette towards the PI region. To avoid collecting cellular debris while advancing through brain tissue, we maintained light positive pressure by blowing through the syringe. Once the micropipette was just touching the soma of the cell of interest, we applied gentle mouth suction until the cell entered the pipet tip. We then broke off the tip containing the harvested cell into a 1.7 mL microcentrifuge tube and immediately processed the contents for antisense RNA amplification.

Single-cell RNA was processed through three rounds of antisense RNA amplification [31], and libraries were made from the amplified material using Illumina Truseq v2 reagents. 100 base pair, single-end RNA sequencing was performed by the Institute for Diabetes, Obesity and Metabolism Functional Genomics Core at the University of Pennsylvania. Approximately 10 million raw reads were obtained per sample. 

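The deposited tables count the reads that remained after trimming. They account for 9284979 reads in cell 1, 9235212 in cell 2, 9173350 in cell 3, 9041838 in cell 4 and 9062625 in the excluded cell, so the libraries were of nearly equal size before mapping.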

PolyA, adapter and low quality sequences were trimmed with Trim Galore (https://github.com/FelixKrueger/TrimGalore) and PRINSEQ [32]. Following filtering >90.42% of reads remained for each sample.

Reads were mapped to Dmel Reference Genome (dm6) with RNA Star [33] in Galaxy (using the public Galaxy server at usegalaxy.org). 

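The share of trimmed reads that mapped to a single place in the genome was 67.9% in cell 1, 60.4% in cell 2, 65.6% in cell 3 and 85.5% in cell 4. In the excluded cell it was 92.6%. Reads that could be assigned to 1 gene made up 42.2%, 37.4%, 44.4% and 49.1% of all trimmed reads in cells 1 to 4 and 54.2% in the excluded cell.

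**Figure D1:**
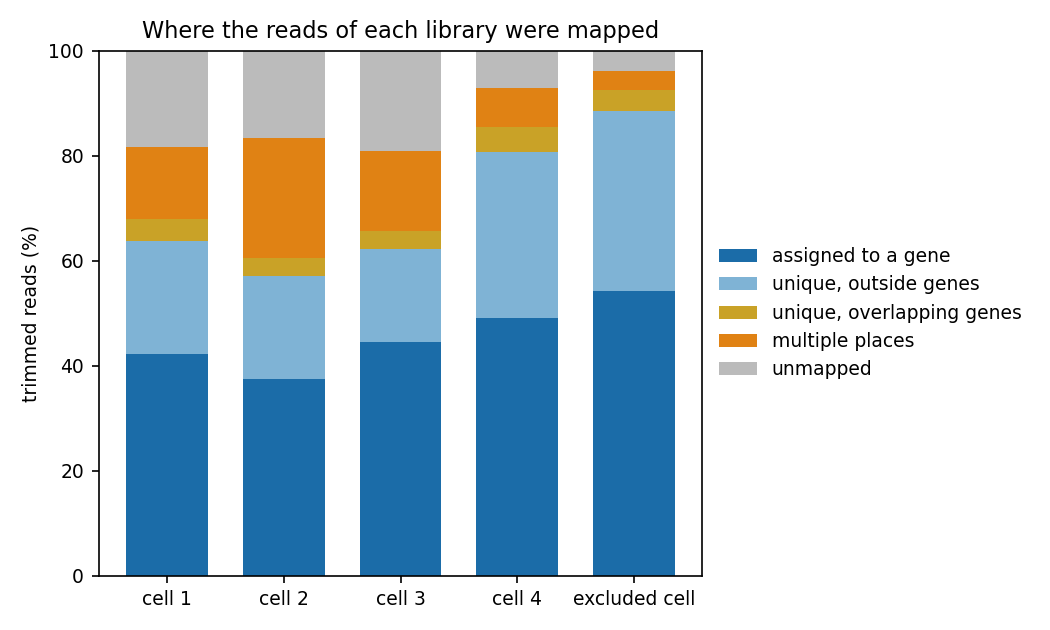
Fate of the trimmed reads in each library. Each bar is 1 library (x axis) and its segments give the percent of trimmed reads (y axis) by fate. Reads were assigned to a gene, mapped uniquely outside exons, mapped uniquely where genes overlap, mapped to multiple places, or did not map. The segment outside exons, labeled as outside genes, includes reads in introns. Cell 2 has the lowest share assigned to a gene (37.4%) and the excluded cell the highest (54.2%).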

Drosophila_melanogaster.BDGP6.87.gtf was used for the annotation file. ~60–85% of reads were uniquely mapped across all samples. Mapped reads were normalized to reads per million (RPM) for each sample (based on total unique mapped reads that could be unambiguously assigned to a gene), and log2 transformed (RPM +1). 

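With the reads assigned to genes as the denominator, 1 RPM corresponded to 4 reads in cells 1 and 2 and to 5 reads in cells 3 and 4. A single read gave 0.255 RPM in cell 1, 0.290 in cell 2, 0.245 in cell 3 and 0.225 in cell 4. A gene with 0 reads could still have been present at up to 3 reads within counting error, which is 0.766 RPM in cell 1, 0.869 in cell 2, 0.736 in cell 3 and 0.675 in cell 4. At least 1 RPM was recorded for 4134 genes in cell 1, 6022 in cell 2, 3097 in cell 3 and 6118 in cell 4, and for 7110 in the excluded cell. In total, 7734 genes reached this level in at least 1 of the 4 cells, of which 1972 did so in all 4 and 1994 in 1 cell only. The alternative that moved these counts most was a threshold of 100 RPM, which left 1394, 1298, 1141 and 1344 genes in cells 1 to 4.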

For identification of candidate signaling genes, we defined significant expression as ≥ 1 RPM. This relatively low threshold reflects the fact that many signaling genes, in particular receptor molecules, are expressed at comparatively low levels [34].

Because the aRNA amplification process results in extreme 3’ bias of reads (due to the use of oligo(dT) primers for first-strand cDNA synthesis) and because our libraries were unstranded, mapping was ambiguous if genes on different strands had overlapping 3’ ends. Ambiguous reads are not assigned to either gene, resulting in potential underestimate of abundance of such genes. We therefore manually inspected each gene of interest for 3’ overlap, and additionally used MMQuant [35] to identify reads that ambiguously mapped to multiple genes. Tables 1–3 indicate any potential underestimation of gene expression by italicizing gene expression values of genes for which there were ambiguously mapped reads due to 3’ overlap.

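In the deposited MMQuant tables, reads shared between genes made up 8.15% of the counted reads in cell 1, 11.3% in cell 2, 8.91% in cell 3 and 6.69% in cell 4. The paper marks 16 of the 132 genes in Tables 1–3 for overlapping 3' ends and italicizes 30 of the 528 values. To see how far these reads could raise a gene, every read of a group of genes was added to each gene of the group, with the MMQuant total as the denominator. A shared read is then counted for each gene of its group, which overstates the shared part. The reads that MMQuant gave to a gene alone could be fewer than STAR's, so a value could also fall. Under this count, 9 of the 16 marked genes were at or above 1 RPM in more cells than before. Across the tables, 14 values rose to 1 RPM or more, 12 of them italicized in the paper, and 9 values fell below it. *CG12344* went from 1 to 3 cells and *SPR* from 2 to 4. *nAchRβ3*, which had 0 reads in STAR's count of every cell, shared 138 reads in cell 1 and 69 in cell 4, and went from 0 to 2 cells.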

**Table 1:** Circadian receptor gene expression in PI output cells.

Gene Name	Flybase Gene Number (FBgn)	Cell 1	Cell 2	Cell 3	Cell 4	Tested in RNAi screen?
**--Acetylcholine Receptors--**						
nicotinic Acetylcholine Receptor α1 (96Aa)	FBgn0000036	0.00	6.16	4.87	1.37	x
nicotinic Acetylcholine Receptor α2 (96Ab)	FBgn0000039	0.00	2.64	0.00	0.00	
nicotinic Acetylcholine Receptor α3 (7E)*	FBgn0015519	0.00	*3*.*19*	*7*.*02*	*6*.*55*	x
nicotinic Acetylcholine Receptor α4 (80b)	FBgn0266347	0.33	4.45	0.32	5.27	x
nicotinic Acetylcholine Receptor α5 (34E)	FBgn0028875	1.19	3.95	2.23	4.46	x
nicotinic Acetylcholine Receptor α6 (30d)	FBgn0032151	7.82	5.75	6.02	6.82	x
nicotinic Acetylcholine Receptor α7 (18C)	FBgn0086778	7.07	6.63	0.32	4.97	x
nicotinic Acetylcholine Receptor β1 (64B)	FBgn0000038	0.33	3.78	8.99	5.18	x
nicotinic Acetylcholine Receptor β2 (96A)	FBgn0004118	0.00	0.00	0.00	0.00	
nicotinic Acetylcholine Receptor β3 (21C)*	FBgn0031261	*0*.*00*	0.00	0.00	*0*.*00*	
muscarinic Acetylcholine Receptor, A-type (60C)*	FBgn0000037	0.00	0.37	*0*.*00*	4.07	
muscarinic Acetylcholine Receptor, B-type	FBgn0037546	0.33	0.00	0.32	0.00	
muscarinic Acetylcholine Receptor, C-type	FBgn0029909	0.00	0.00	0.00	0.00	
RIC3 acetylcholine receptor chaperone	FBgn0050296	0.60	0.90	0.00	0.54	
**--Glutamate Receptors--**						
DmGluRA	FBgn0019985	0.33	0.00	0.00	5.12	
dNR1/ NMDAR-I	FBgn0010399	0.00	0.37	0.00	0.00	
dNR2/ NMDAR-II	FBgn0053513	0.00	0.37	0.00	0.00	
GluRI/GluRIA	FBgn0004619	0.00	0.00	3.81	1.23	
GluRIB	FBgn0264000	0.00	1.60	0.00	4.41	
GluRIIA	FBgn0004620	0.33	0.00	0.00	0.00	
GluRIIB	FBgn0020429	0.00	0.00	0.00	0.00	
GluRIIC/GluRIII	FBgn0046113	0.00	0.00	0.00	0.00	
GluRIID	FBgn0028422	0.00	0.00	0.00	0.00	
GluRIIE	FBgn0051201	0.00	3.04	0.00	4.14	x
clumsy/GluR39B	FBgn0026255	0.00	0.00	0.00	0.00	
KaiR1C/Grik	FBgn0038840	5.04	0.37	0.00	0.00	
KaiR1D	FBgn0038837	0.00	0.00	0.00	0.00	
CG11155	FBgn0039927	0.60	5.29	6.29	7.12	x
Ekar/CG9935	FBgn0039916	0.33	3.14	0.00	5.78	x
GluCl	FBgn0024963	0.33	2.88	9.66	2.52	x
Neto	FBgn0265416	0.33	0.90	0.00	5.88	
Nmda1*	FBgn0013305	*7*.*70*	*5*.*55*	*9*.*63*	*5*.*72*	x
**--Glycine Receptors--**						
Grd*	FBgn0001134	0.00	*1*.*73*	0.00	*0*.*00*	
CG12344*	FBgn0033558	0.00	*2*.*88*	0.00	*0*.*00*	
CG7589	FBgn0036727	0.00	6.71	0.00	5.36	
**--Peptide Receptors--**						
AstC-R1	FBgn0036790	0.00	3.51	0.00	0.74	
AstC-R2	FBgn0036789	0.00	0.66	0.00	0.00	
CCHa1-R	FBgn0050106	0.00	0.00	0.00	0.29	
CCHa2-R	FBgn0033058	0.33	0.66	8.54	0.29	
Dh31-R1	FBgn0052843	0.00	2.94	0.00	0.00	
Dh44-R1	FBgn0033932	0.00	0.00	0.00	0.00	
Dh44-R2*	FBgn0033744	0.00	*5*.*11*	*0*.*00*	*0*.*00*	
Lkr	FBgn0035610	0.00	0.00	0.00	0.00	
NPFR	FBgn0037408	0.00	0.00	0.32	0.00	
Pdfr	FBgn0260753	6.92	5.76	0.00	6.06	x
PK2-R1	FBgn0038140	0.00	0.00	0.00	0.00	
PK2-R2	FBgn0038139	0.00	0.00	0.00	0.00	
SIFaR	FBgn0038880	0.00	0.00	0.00	0.00	
sNPF-R	FBgn0036934	2.19	0.00	7.33	0.00	x

Numbers are log2-transformed reads per million.

* indicates mapping ambiguity due to overlapping 3’ region. Italics indicates a potential underestimation of actual read number due to this ambiguity. Shading indicates relative gene expression level, with hotter colors representing higher expression levels.

**Table 2:** Non-circadian receptor gene expression in PI output cells.

Gene Name	Flybase Gene Number (FBgn)	Cell 1	Cell 2	Cell 3	Cell 4	Tested in RNAi Screen?
**--Dopamine Receptors--**						
Dop1R1	FBgn0011582	4.76	4.60	0.32	0.00	
Dop1R2	FBgn0266137	0.33	0.00	0.58	0.00	
Dop2R	FBgn0053517	8.19	3.87	6.96	4.77	x
DopEcR	FBgn0035538	1.48	7.02	1.89	8.18	x
**--GABA Receptors--**						
Rdl	FBgn0004244	7.41	5.80	9.51	6.74	x
GABA-B-R1	FBgn0260446	0.00	0.37	3.06	3.67	
GABA-B-R2	FBgn0027575	0.33	0.00	7.15	0.00	
GABA-B-R3	FBgn0031275	0.00	0.00	0.00	0.00	
**--Histamine Receptors--**						
HisCl1	FBgn0037950	0.00	0.00	0.00	5.30	
ort	FBgn0003011	0.00	0.00	0.00	0.00	
**--Octopamine Receptors--**						
oamb	FBgn0024944	0.33	4.77	0.00	0.29	
Octβ1R	FBgn0038980	0.00	0.00	1.15	4.86	
Octβ2R	FBgn0038063	5.98	6.89	7.31	7.95	x
Octβ3R	FBgn0250910	0.00	0.00	0.00	2.13	
Oct-TyrR	FBgn0004514	0.00	0.00	0.80	0.00	
Octα2R	FBgn0038653	3.20	6.71	5.10	6.33	
**--Peptide Receptors--**						
AdoR*	FBgn0039747	0.00	*3*.*72*	0.00	0.93	
AkhR	FBgn0025595	8.33	8.49	5.05	6.31	x
AstA-R1	FBgn0266429	0.33	0.37	0.32	3.35	
AstA-R2	FBgn0039595	0.00	0.00	7.05	0.29	
capaR	FBgn0037100	0.00	0.00	0.00	0.00	
CCAP-R	FBgn0039396	0.00	0.37	5.24	0.00	
CCKLR-17D1	FBgn0259231	0.33	3.87	4.54	0.00	
CCKLR-17D3	FBgn0030954	0.00	0.00	0.32	0.00	
CNMaR	FBgn0053696	0.00	0.00	0.00	0.00	
CrzR	FBgn0036278	0.00	3.75	0.00	0.74	
ETHR	FBgn0038874	0.00	0.66	0.00	0.00	
FMRFaR	FBgn0035385	0.00	0.00	0.00	0.00	
InR	FBgn0013984	5.98	8.11	0.00	7.22	x
LpR1	FBgn0066101	1.93	5.46	8.78	2.68	
LpR2	FBgn0051092	8.89	7.26	8.29	4.48	x
PK1-R	FBgn0038201	0.00	0.00	0.00	0.00	
Proc-R	FBgn0029723	0.00	0.00	0.32	5.39	
rk*	FBgn0003255	0.00	*2*.*49*	0.00	0.00	
RYa-R	FBgn0004842	0.00	0.00	0.00	0.29	
SPR*	FBgn0029768	*0*.*00*	*0*.*00*	*1*.*15*	*2*.*68*	
TakR86C	FBgn0004841	0.00	0.00	0.00	0.00	
TkR99D	FBgn0004622	0.00	0.00	0.00	0.00	
**--Serotonin Receptors--**						
5-HT1A	FBgn0004168	0.00	0.37	0.00	0.00	
5-HT1B	FBgn0263116	0.00	4.20	0.00	1.37	
5-HT2A	FBgn0087012	0.33	6.15	0.00	7.37	x
5-HT2B	FBgn0261929	0.00	0.00	0.00	0.00	
5-HT7	FBgn0004573	4.77	0.00	2.15	0.00	
**--Tyramine Receptors--**						
TyR	FBgn0038542	0.00	0.00	0.00	0.00	
TyRII	FBgn0038541	0.00	0.00	0.00	0.00	
**--Other--**						
E75	FBgn0000568	8.32	9.32	8.32	10.29	x
E78	FBgn0004865	0.00	2.88	0.00	3.19	
EcR	FBgn0000546	6.99	6.88	0.00	8.11	x
Egfr	FBgn0003731	3.07	6.51	0.32	4.82	x

Numbers are log2-transformed reads per million.

* indicates mapping ambiguity due to overlapping 3’ region. Italics indicates a potential underestimation of actual read number due to this ambiguity. Shading indicates relative gene expression level, with hotter colors representing higher expression levels.

**Table 3:** Ion channel gene expression in PI output cells.

Gene Name	Flybase Gene Number (FBgn)	Cell 1	Cell 2	Cell 3	Cell 4	Tested in RNAi Screen?
**--sodium channels--**						
para	FBgn0264255	1.02	7.51	9.76	7.15	
**--potassium channels--**						
eag	FBgn0000535	2.48	5.98	3.70	6.93	x
elk	FBgn0011589	0.60	0.00	0.00	0.29	
Hk	FBgn0263220	7.11	7.18	1.31	8.87	x
Ih	FBgn0263397	8.01	9.49	6.87	9.75	x
Irk1	FBgn0265042	0.00	1.96	0.00	6.15	
Irk2	FBgn0039081	1.93	6.96	6.95	8.58	x
Irk3*	FBgn0032706	0.00	3.14	*0*.*00*	0.00	
KCNQ*	FBgn0033494	0.00	0.37	0.00	*3*.*84*	
Ork1	FBgn0017561	0.33	5.96	0.32	5.75	
sand*	FBgn0033257	1.02	*0*.*00*	0.00	0.29	
sei*	FBgn0003353	0.00	0.00	3.06	0.00	
Shab	FBgn0262593	0.82	3.93	6.41	4.65	
Shal	FBgn0005564	0.33	4.76	0.32	0.00	
Shaw	FBgn0003386	0.82	0.37	2.07	1.80	
Sh	FBgn0003380	2.83	7.35	9.50	10.45	x
slo	FBgn0003429	5.43	7.13	9.36	7.70	x
slo2	FBgn0261698	0.33	6.09	0.00	3.97	
SK	FBgn0029761	5.99	6.83	5.98	9.11	x
14-3-3zeta	FBgn0004907	9.83	11.10	10.15	11.65	x
qvr (sss)	FBgn0260499	3.11	6.36	8.39	8.80	x
slob	FBgn0264087	6.89	6.09	0.32	7.00	x
**--calcium channels--**						
Ca-α1D	FBgn0001991	0.00	1.45	2.73	5.99	
Ca-α1T	FBgn0264386	0.82	6.37	7.83	3.39	
cac	FBgn0263111	1.61	5.04	6.75	7.55	
Ca-β	FBgn0259822	0.60	0.90	3.06	6.65	
CG4587	FBgn0028863	0.33	4.52	6.51	5.47	
stj	FBgn0261041	0.82	0.00	8.14	3.29	
**--chloride channels--**						
ClC-a	FBgn0051116	4.67	4.15	0.00	5.91	
ClC-b*	FBgn0033755	5.57	4.65	0.00	0.00	
ClC-c*	FBgn0036566	*0*.*00*	*3*.*48*	*5*.*22*	*5*.*52*	x
subdued	FBgn0038721	0.00	3.65	1.57	5.02	
**--cation channels--**						
bib	FBgn0000180	0.00	3.28	0.00	0.00	
na	FBgn0002917	0.33	0.00	2.78	0.00	

Numbers are log2-transformed reads per million.

* indicates mapping ambiguity due to overlapping 3’ region. Italics indicates a potential underestimation of actual read number due to this ambiguity. Shading indicates relative gene expression level, with hotter colors representing higher expression levels.

### Rest:Activity rhythm analysis

Flies were raised on cornmeal-molasses medium and were entrained to a 12:12 Light-Dark (LD) cycle at 25°C prior to behavioral experiments. Following entrainment, individual ~7 d old male flies were loaded into glass tubes containing 5% sucrose and 2% agar for locomotor activity analysis with the *Drosophila* Activity Monitoring (DAM) System (Trikinetics, Waltham MA). DAMS monitoring was conducted at 25°C in constant dark (DD) conditions and data were acquired every minute. For each individual fly, rest:activity rhythm period and strength (power) were determined for days 2–7 of DD with ClockLab software (Actimetrics, Wilmette IL) using chi-square periodogram analysis. Rhythm power was calculated as the amplitude of the periodogram line at the dominant period minus the chi-square significance line (at a significance of *p* < 0.01). Flies that died during the course of behavioral monitoring were identified via visual inspection of activity records and removed from analysis. All flies that survived through the end of the one-week monitoring period were included in mean rest:activity power determination. Because rhythm strength cannot be negative, flies with a calculated power < 0 were assigned a power of 0 for subsequent analysis. Representative individual activity records displayed in figures were selected to have a rhythm power that fell within the 95% confidence interval of the mean for a given genotype. Only rhythmic flies (defined as a power > 100), were included in period estimation.

The SIFa/DH44-GAL4 line used for behavioral screening contains a combination of SIFa-GAL4 and DH44-GAL4 to drive RNAi expression selectively in 10 cells of the PI, and also includes UAS-Dicer2 to increase RNAi efficiency. The full genotype of this line is SIFa-GAL4, UAS-Dicer2; DH44-GAL4. All components of this line were created in or outcrossed ≥ 5 times to the iso^31^ (isogenic w^1118^) stock [36]. In our initial screen, SIFa/DH44-GAL4 flies were crossed to UAS-RNAi flies to create experimental lines. Controls consisted of the DH44/SIFa-GAL4 line crossed to the iso^31^ stock. We conducted two independent behavioral experiments for each experimental line (each experiment with ~16 flies per genotype), and pooled results for analysis. Because GAL4 control flies were run alongside experimental lines in each run, the *n* for this group is substantially larger than that of the experimental groups. For retests with the *sss* and *slo* RNAi lines, we conducted ~5 independent behavioral experiments for each genotype (each experiment with ~16 flies per genotype), and pooled results for analysis. In rescreen experiments, we compared each experimental to two genetic controls: in addition to the GAL4 control used in the initial screen, we also included a UAS control, which consisted of each UAS-RNAi line crossed to the iso^31^ stock.

For other behavioral experiments, we assessed the effect of RNAi-mediated knockdown in subsets of PI cells using the c929-GAL4 and DILP2-GAL4 drivers. These GAL4 lines were combined with a third chromosome UAS-Dicer2 line to create the following stocks: c929-GAL4; UAS-Dicer2; and DILP2-GAL4; UAS-Dicer2. The resultant stocks were crossed with UAS-RNAi lines to create experimental flies that were compared with GAL4 and UAS controls, which consisted of the GAL4 or UAS-RNAi lines crossed to the iso^31^ stock. For these experiments, we ran 2–4 independent behavioral experiments for each genotype (each experiment with ~16 flies per genotype), and pooled results for analysis.

### Immunohistochemistry

Adult (~7d old) fly brains were dissected in phosphate-buffered saline with 0.1% Triton-X (PBST) and fixed in 4% formaldehyde for 20–35 min. Brains were rinsed 3 X 15 min with PBST, blocked for 60 min in 5% normal donkey serum in PBST (NDST), and incubated for 24 hrs at RT in rabbit anti-GFP (Molecular Probes A-11122) diluted 1:1000 in NDST. Brains were then rinsed 3 X 15 min in PBST, incubated for 24 hrs in FITC donkey anti-rabbit (Jackson 711-095-152) diluted 1:1000 in NDST, rinsed 3 X 15 min in PBST, cleared for 5 min in 50% glycerol in PBST, and mounted in Vectashield. Immunolabeled brains were visualized with a Fluoview 1000 confocal microscope (Olympus).

### Statistical analysis

Statistical analysis was performed with GraphPad Prism 8.4.3 software (La Jolla, CA). One-way ANOVA with Dunnett’s multiple comparisons test was used to compare each experimental line to the common GAL4 control in our initial screen. One-way ANOVA with Tukey’s multiple comparisons test was used to compare each experimental line with both GAL4 and UAS controls in subsequent behavioral experiments. For all analyses, *p* < 0.05 was considered significant.

## Results

### PI cell expression of receptors for neuropeptides and small molecular neurotransmitters implicated in circadian rhythm regulation

We previously demonstrated that non-DILP-expressing PI cells comprise essential components of a circadian output circuit controlling rest:activity rhythms [4, 5]. 

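The sequencing data comprised 5 libraries, each from a single GFP-labeled cell of the pars intercerebralis (PI), a neurosecretory region of the dorsal fly brain. The cells were collected without a comparison group. The sample labels give each cell an animal of its own, whereas the series record speaks of 4 animals, so it is not settled whether any animal gave more than 1 cell. Poly(A) RNA of each cell was amplified in 3 rounds, which places nearly all reads at the 3' ends of transcripts. The authors mapped the reads with STAR and deposited, for each cell, the number of reads STAR counted on each gene, both without regard to strand and for each strand, as well as the reads MMQuant counted on each gene or group of overlapping genes. None of these counts is normalized. Reads assigned to genes without regard to strand totalled 3915694 in cell 1, 3451331 in cell 2, 4077118 in cell 3, 4441952 in cell 4 and 4913151 in the excluded cell. Of the reads that fell on genes in the stranded counts, 54.4% to 57.1% were on 1 of the strands in the 4 cells, the pattern of an unstranded library.
Expression is given as log2(RPM + 1) from STAR's unstranded count, with the reads assigned to genes as the denominator and 1 RPM as the threshold for expression, as described in Methods. Means are over the 4 cells that the study kept, with the SD between cells. Intervals in brackets are exact Poisson 95% intervals of a gene's reads in 1 cell, on the log2 scale. They cover counting error only, since reads of an amplified library are not independent molecules, and not the loss of transcripts before amplification. With 1 condition and no comparison group, no differential test was run, and the counting of overlapping genes, the denominator, the pseudocount and the threshold are the choices that were varied. Under these settings, each of the 528 values of Tables 1–3 was within 0.011 of the value computed from the deposited counts. Gene positions are those of Ensembl release 115 for the assembly BDGP6.54, which has the coordinates of dm6. The authors counted with an earlier annotation of the same genome.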

To better understand the genetic and molecular mechanisms through which these cells regulate circadian behavioral rhythms, we harvested individual non-DILP-expressing output cells from intact *Drosophila* brains (Fig 1A–1C), and performed scRNAseq to determine their transcriptional profile. In initial studies (reported in [4, 5]), we investigated the role of neuropeptides in rhythmic behaviors, and found two peptides whose expression in PI cells is necessary for robust rest:activity rhythms: DH44 and SIFa. Here, we further analyzed our sequencing results to identify other signaling molecules expressed by PI output cells that could underlie their ability to transmit circadian information.

Because PI cells lack molecular clocks, they must receive time-of-day information from core clock cells. We previously demonstrated that both DH44- and SIFa-expressing PI cells are anatomically connected to DN1 clock cells [5], however, it is unclear whether these connections constitute functionally significant synaptic inputs. Furthermore, it is unknown to what extent other clock cell populations provide inputs to PI cells, though it has long been appreciated that multiple groups of clock cells extend neuronal processes in close proximity to PI cell bodies and dendrites [37, 38]. Since many clock cells signal via release of neuropeptides, it is also possible that communication with PI cells could result from long-distance diffusion from processes not in close apposition to PI cells. To better understand potential clock cell regulation of PI output cells, we therefore mined our RNA sequencing dataset to look for expression of receptors for the major neuropeptides and small molecule neurotransmitters known to be released by central clock cells.

Central clock neurons use a variety of peptide neurotransmitters, including pigment dispersing factor (Pdf), which is expressed by sLNvs [39, 40], neuropeptide F (NPF), short neuropeptide F (sNPF) and ion transport peptide (ITP), which are expressed by subsets of LNvs and LNds [41], and DH31, Allatostatin-C and CCH1amide, which are expressed by subsets of DN1 cells [42–44]. 

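Among the receptors for these peptides, *NPFR* had 1 read in cell 3 and *CCHa1-R* had 1 read in cell 4, with 0 reads in the other cells. *AstC-R2* had 2 reads, both in cell 2. *AstC-R1* passed the threshold in cell 2 only, with 36 reads and an expression of 3.51 (3.05 to 3.95), and had 3 reads in cell 4. *Dh31-R1* was likewise restricted to cell 2, where 23 reads gave 2.94 (2.39 to 3.46). Of all 14 peptide receptor genes in Table 1, 8 were below 1 RPM in every cell, 4 reached it in 1 cell, 1 in 2 cells and 1 in 3 cells. The highest value of the group was that of *CCHa2-R* in cell 3, where 1514 reads gave 8.54 (8.47 to 8.61), while each other cell had 2 reads or fewer. With any gene that had at least 1 read counted as expressed, *NPFR*, *AstC-R2* and *CCHa1-R* were expressed in 1 cell each, *AstC-R1* in 2 and *CCHa2-R* in all 4.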

We found limited evidence for expression of receptors for most of these peptides within PI output cells (Table 1). 

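*Pdfr* (FBgn0260753) lies on the plus strand of chromosome X, from 2552206 to 2578640. It had 471 reads in cell 1, 184 in cell 2 and 292 in cell 4, for an expression of 6.92 (6.79 to 7.05), 5.76 (5.55 to 5.97) and 6.06 (5.89 to 6.22). No read was assigned to it in cell 3, where the limit of 3 reads is 0.736 RPM. The mean over the cells was 4.69 ± 3.16 (SD, n = 4), with most of the spread due to cell 3. A threshold of 10 RPM gave the same 3 cells, and a threshold of 100 RPM kept only cell 1.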

Notably, however, we did record substantial expression of the gene encoding for the Pdf receptor (*Pdfr*) in 3 out of 4 cells analyzed, demonstrating the potential for direct signaling between sLNv clock cells and PI output cells. 

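*sNPF-R* (FBgn0036934), on the minus strand of chromosome 3L from 20058511 to 20089007, was detected at levels that differed between cells beyond counting error. In cell 3, 653 reads gave an expression of 7.33 (7.22 to 7.44). In cell 1, 14 reads gave 2.19 (1.56 to 2.81). Cells 2 and 4 had 0 reads, for which the limit of 3 reads is 0.869 and 0.675 RPM. At a threshold of 10 RPM only cell 3 remained.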

We also found that 2 of 4 cells expressed the *sNPF receptor* gene at significant levels, providing additional support for the possibility of sLNv to PI cell communication. Interestingly, both PDF and sNPF were recently shown to act on nearby DILP2-expressing PI cells, indicating that the sLNvs may directly communicate with multiple PI cell subsets [45].

In addition to peptides, core clock cells are also thought to release small molecule neurotransmitters, including glutamate (Glu) by DN1s [46] and acetylcholine (Ach) by LNds [34, 41]. In contrast to peptide receptors, we observed significant expression across multiple PI output cells of genes encoding for several Glu and Ach receptor subtypes (Table 1). 

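Table 1 lists 14 genes under acetylcholine receptors, the chaperone gene *RIC3* among them. Of these, 7 were at or above 1 RPM in 2 or more cells, and 6 of them in 3 or more. Of the 18 genes listed under glutamate receptors, the auxiliary subunit gene *Neto* among them, 7 were at or above it in 2 or more cells. In 3 or more cells there were 3. By the same count, 2 of the 14 peptide receptor genes were in 2 or more cells. The genes of a list are not independent replicates, and no test between the families was run.

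**Figure D2:**
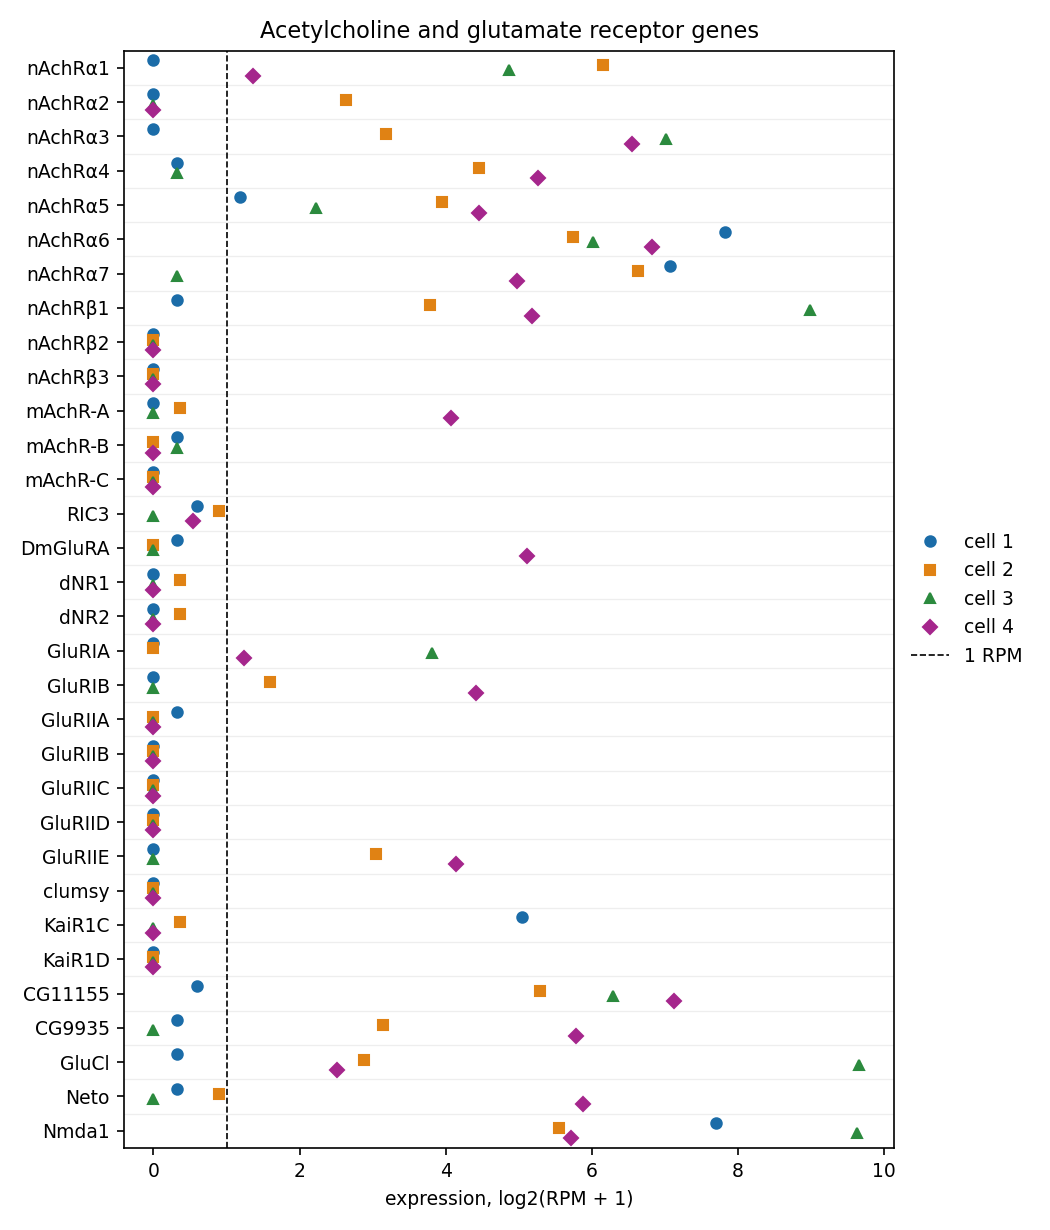
Expression of the acetylcholine and glutamate receptor genes of Table 1 in each of the 4 cells. Each line of the y axis is a gene, the x axis is log2(RPM + 1), the symbols mark the 4 cells and the dashed line marks 1 RPM. In all 4 cells, 8 of the 18 glutamate receptor genes and 5 of the 14 acetylcholine receptor genes lie left of the dashed line.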

Glutamate receptors are broadly divided into metabotropic and ionotropic types. *Drosophila* has a single functional metabotropic glutamate receptor (*DmGluRA*), which was expressed in 1 of 4 cells we analyzed. 

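*DmGluRA* (FBgn0019985) lies on chromosome 4 from 936819 to 949441. It had 150 reads in cell 4, an expression of 5.12 (4.89 to 5.34). Cell 1 had 1 read, and cells 2 and 3 had 0.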

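*GluRIA* had 53 reads in cell 3, an expression of 3.81 (3.42 to 4.17), and 6 reads in cell 4, an expression of 1.23 (0.58 to 1.98). The interval in cell 4 includes the threshold, and *GluRIA* fell below 1 RPM there when all uniquely mapped reads were the denominator or when the libraries were thinned to equal depth. *GluRIB* had 7 reads in cell 2 (1.60) and 90 in cell 4 (4.41), and *GluRIIE* had 25 reads in cell 2 (3.04) and 74 in cell 4 (4.14). *CG9935* was at 3.14 in cell 2 and 5.78 in cell 4, with 1 read in cell 1. None of these genes had more than 1 read in any other cell. *CG11155*, on chromosome 4 from 1126602 to 1137919, was at 5.29, 6.29 and 7.12 in cells 2, 3 and 4, with 2 reads in cell 1. *GluCl*, on chromosome 3R from 19730715 to 19775231, had 3296 reads in cell 3 (9.66) but only 22 in cell 2 (2.88) and 21 in cell 4 (2.52), with 1 read in cell 1. *Nmda1*, which shares reads with a neighboring gene, was at or above 1 RPM in all 4 cells (7.15 ± 1.92, SD, n = 4).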

We also observed expression of the ionotropic *GluR1A*, *GluR1B*, *GluRIIE*, and *CG9935* subunits in 2 of 4 cells, and expression in 3 cells of *CG11155* and *GluCl*, the latter of which forms an inhibitory glutamate-gated chloride channel [47]. 

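*nAchRα6* was the most evenly expressed of the nicotinic receptor genes, at 7.82, 5.75, 6.02 and 6.82 in cells 1 to 4 (6.60 ± 0.93, SD, n = 4). *nAchRα5* also passed the threshold in all 4 cells (2.96 ± 1.52), but with 5 reads in cell 1. *nAchRα1*, *nAchRα3* and *nAchRα7* passed it in 3 cells each, *nAchRα1* with 7 reads in cell 4. With all uniquely mapped reads as the denominator, *nAchRα5* in cell 1 and *nAchRα1* in cell 4 were below it. *nAchRα4* passed it in 2 cells, at 4.45 in cell 2 and 5.27 in cell 4. *nAchRα2* did so in cell 2 alone, where 18 reads gave 2.64. *nAchRβ1*, on chromosome 3L from 4429349 to 4435993, was at 3.78 in cell 2, 8.99 in cell 3 and 5.18 in cell 4, with 1 read in cell 1. *nAchRβ2* had 0 reads in every cell, as did *nAchRβ3*, whose reads are shared with an overlapping gene. Differences of this size between cells exceed counting error, since the Poisson intervals of *nAchRβ1* in cells 2, 3 and 4 (3.36 to 4.18, 8.93 to 9.06 and 4.96 to 5.40) do not overlap.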

For ACh, we found significant expression in multiple PI cells of most of the nicotinic acetylcholine receptor (nAchR) α subunits, as well as a single β subunit (nAchRβ1). We found comparatively little expression of muscarinic AchRs. 

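*mAchR-A* had 70 reads in cell 4, an expression of 4.07 (3.73 to 4.39), 1 read in cell 2 and 0 in cells 1 and 3. In cell 3 it shared 90 reads with an overlapping gene, and if all of them are given to it, its expression there is 4.50. *mAchR-B* had 1 read in each of cells 1 and 3, and *mAchR-C* had 0 reads in every cell.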

Taken together, these results indicate that PI cells possess the molecular substrates to receive circadian signals from both LNd and DN1 cells, via the small molecule neurotransmitters Glu and Ach.

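The number of these receptor genes at or above 1 RPM differed between cells. Cell 1 had 3 of the acetylcholine receptor genes and 2 of the glutamate receptor genes, cell 2 had 8 and 6, cell 3 had 5 and 4, and cell 4 had 8 and 9. The paper reasons from the receptors found in multiple cells, together with the transmitters that LNd and DN1 cells are thought to release, and concludes that PI cells are equipped to receive signals from both groups of clock cells.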

We also determined expression of receptors for several additional neuropeptides that have been implicated in regulation of circadian rhythms, but which are not expressed by central clock cells. 

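*Lkr*, *Dh44-R1*, *SIFaR*, *PK2-R1* and *PK2-R2* had 0 reads in each of the 4 cells, where the limit of 3 reads allows up to 0.869 RPM in the shallowest library and 0.675 RPM in the deepest. *Dh44-R2* (FBgn0033744), on chromosome 2R from 12474424 to 12487986, had 116 reads in cell 2, an expression of 5.11 (4.85 to 5.37), and 0 in the other cells. Its 3' end overlaps another gene, and 232 reads in cell 2, 7 in cell 3 and 235 in cell 4 were shared between them. With all shared reads given to *Dh44-R2*, its expression was 6.41 in cell 2, 1.47 in cell 3 and 5.62 in cell 4, and the number of cells at or above 1 RPM rose from 1 to 3.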

We observed low levels of expression in PI cells of the receptors for leucokinin (*Lkr*) [19], DH44 (*DH44-R1* and *DH44-R2*) [5], SIFa (*SIFaR*) [4], and hugin (*PK2-R1* and *PK2-R2*) [9] (Table 1), suggesting that these peptides do not strongly regulate PI cell function.

#### PI cell expression of non-circadian receptors

PI output cells likely integrate other inputs in addition to those provided by circadian clock neurons, for example, signals involved in the communication of metabolic, mating, or sleep status [6]. We therefore analyzed our RNA sequencing results to determine expression of receptors for common neurotransmitters in the fly that are not thought to be released by neuronal populations that contribute to circadian circuits (Table 2). 

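*Octβ2R*, on chromosome 3R from 12550625 to 12595725, was at 5.98, 6.89, 7.31 and 7.95 in cells 1 to 4 (7.03 ± 0.83, SD, n = 4). *Rdl*, on chromosome 3L from 9145838 to 9182149, was at 7.41, 5.80, 9.51 and 6.74 (7.37 ± 1.57). *Dop2R*, on chromosome X from 20004680 to 20062706, was at 8.19, 3.87, 6.96 and 4.77 (5.95 ± 1.98). *DopEcR*, on chromosome 3L from 4367649 to 4380387, varied more between cells (4.64 ± 3.45). It was at 7.02 in cell 2 and 8.18 in cell 4, but 7 reads in cell 1 and 11 in cell 3 gave 1.48 (0.78 to 2.23) and 1.89 (1.23 to 2.54). At a threshold of 10 RPM the first 3 of these genes were still counted in 4 cells and *DopEcR* in 2. Of the 49 genes in Table 2, 9 were at or above 1 RPM in all 4 cells, 3 in 3 cells, 9 in 2 cells, 11 in 1 cell and 17 in none.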

Multiple small molecule receptor types were highly and consistently expressed among analyzed cells, including the dopamine receptors *Dop2R* and *DopEcr*, the ionotropic GABA receptor *Rdl*, and the *Octβ2R* octopamine receptor. We additionally observed substantial expression of several neuropeptide receptors, including the insulin-like receptor (*InR*), the adipokinetic hormone receptor (*AkhR*), and the lipophorin receptors *LpR1* and *LpR2*.

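*AkhR*, on chromosome 2L from 6711286 to 6716186, was at 8.33, 8.49, 5.05 and 6.31 in cells 1 to 4 (7.04 ± 1.66, SD, n = 4). Its reads were 0.314% to 0.911% of the reads of 14 fat body marker genes in the same cells. *LpR2* was at 8.89, 7.26, 8.29 and 4.48 (7.23 ± 1.95). *LpR1* ranged from 1.93 in cell 1, on 11 reads, to 8.78 in cell 3 (4.71 ± 3.11). *InR* was at 5.98, 8.11 and 7.22 in cells 1, 2 and 4. It had 0 reads in cell 3, where the limit of 3 reads is 0.736 RPM.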

#### PI cell expression of ion channels that regulate cell excitability

Finally, we determined the expression of ion channels within PI output cells (Table 3), as these are important regulators of cell excitability and may contribute to the neuronal activity cycles that have been observed in PI cells [10, 18, 19]. 

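The sodium channel gene *para* was at 7.51, 9.76 and 7.15 in cells 2, 3 and 4. In cell 1 it had 4 reads, an expression of 1.02 (0.35 to 1.85), and it dropped below 1 RPM there under another denominator, with the sum of the stranded counts and with MMQuant. All 6 calcium channel genes of Table 3 were at or above 1 RPM in 2 or more cells. *cac* was at 1.61, 5.04, 6.75 and 7.55 in cells 1 to 4, *Ca-α1T* was expressed in cells 2, 3 and 4, at 6.37, 7.83 and 3.39, and *Ca-α1D* in the same cells, at 1.45, 2.73 and 5.99. With MMQuant, *cac* in cell 1 and *Ca-α1D* in cell 2 were below 1 RPM. Of the 21 potassium channel genes, 15 were in 2 or more cells and 9 in all 4. *Shab* was in 3 cells (3.95 ± 2.33, SD, n = 4) and *eag* in 4 (4.77 ± 2.04), whereas *Shal* (4.76, cell 2), *KCNQ* (3.84, cell 4) and *sei* (3.06, cell 3, with 0 reads there by MMQuant) were each in 1 cell, and *elk* was below the threshold in every cell. The cyclic nucleotide-gated channel gene *Ih* was at 8.53 ± 1.35.

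**Figure D3:**
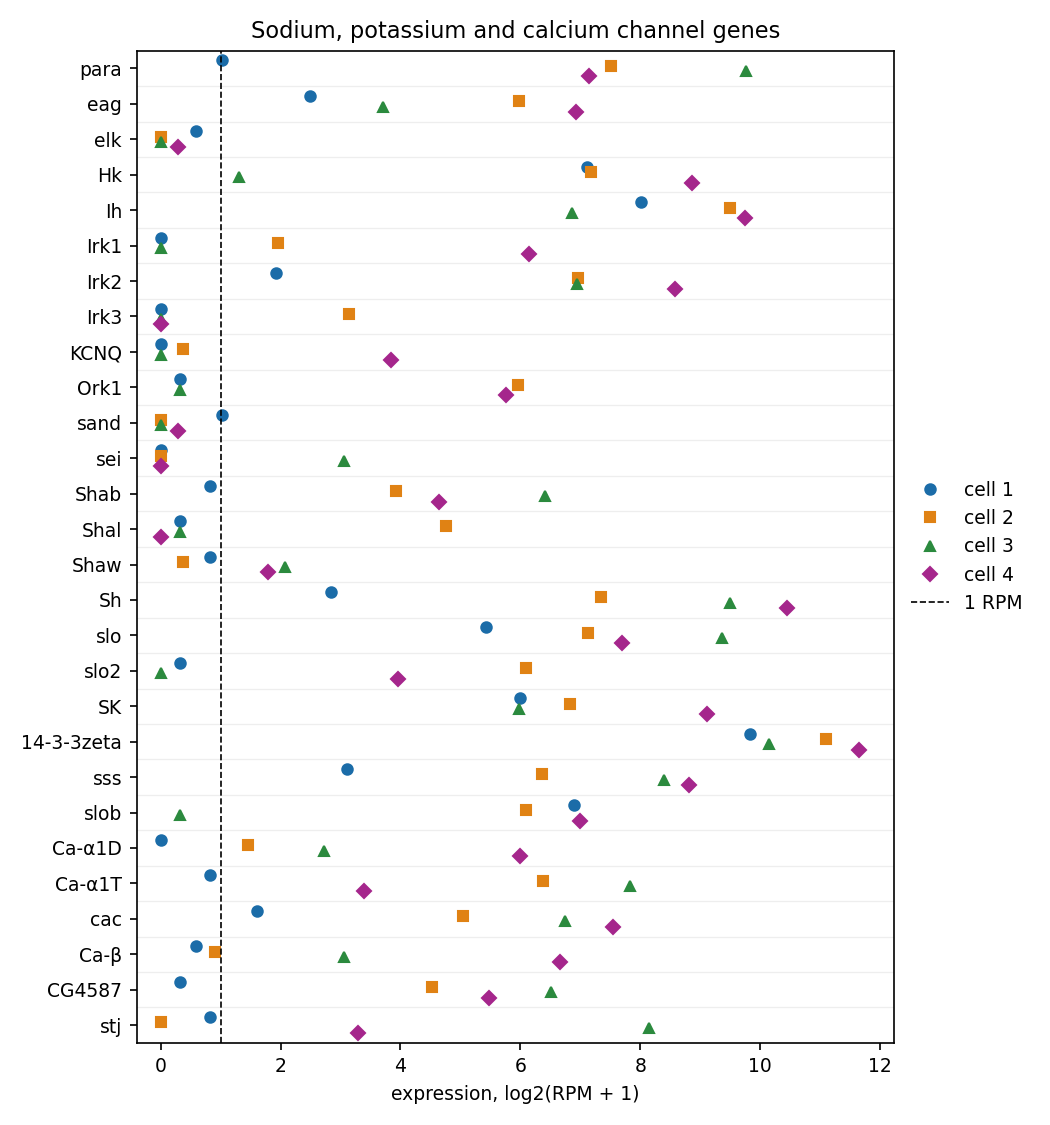
Expression of the sodium, potassium and calcium channel genes of Table 3 in each of the 4 cells. Each line of the y axis is a gene, the x axis is log2(RPM + 1), the symbols mark the 4 cells and the dashed line marks 1 RPM. Cell 1 is near or left of the dashed line for *para* (1.02), *cac* (1.61) and all other calcium channel genes.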

Not surprisingly, we found evidence for expression of most major voltage-gated ion channels involved in action potential generation and propagation. We also observed expression of ion channels previously implicated in sleep and circadian rhythm regulation, including the *Shaker* (*sh*) [48] and *slo* [49, 50] potassium channels as well as associated subunits *Hyperkinetic* (*Hk*) [51], *sleepless* (*sss*) [52], and *slowpoke binding protein* (*Slob*) [53].

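*slo* (FBgn0003429) lies on the plus strand of chromosome 3R, from 24662491 to 24711595. It had 165 reads in cell 1, 480 in cell 2, 2678 in cell 3 and 918 in cell 4, for an expression of 5.43 (5.21 to 5.65), 7.13 (7.00 to 7.26), 9.36 (9.31 to 9.42) and 7.70 (7.60 to 7.79). The mean was 7.41 ± 1.62 (SD, n = 4). *Sh*, on chromosome X from 17924307 to 18063247, was at 2.83, 7.35, 9.50 and 10.45 (7.53 ± 3.39), and *sss*, on chromosome 2R from 11442505 to 11451604, was at 3.11, 6.36, 8.39 and 8.80 (6.67 ± 2.60). *Hk* was at 7.11, 7.18 and 8.87 in cells 1, 2 and 4. It had 6 reads in cell 3 (1.31, 0.62 to 2.07) and dropped below 1 RPM there with MMQuant or with all uniquely mapped reads as the denominator. *slob* was at 6.89, 6.09 and 7.00 in cells 1, 2 and 4 and had 1 read in cell 3. At a threshold of 10 RPM, *slo* was still counted in 4 cells, *Sh*, *sss* and *Hk* in 3, and *slob* in 3.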

#### A screen for circadian output genes

The expression of genes encoding for receptors and ion channels within PI output cells does not guarantee a role for those genes in regulating circadian outputs; it merely suggests the possibility of such regulation. Therefore, to test for a functional contribution to circadian outputs, we undertook a behavioral screen in which we measured rest:activity rhythm strength following PI-cell specific RNAi-mediated knockdown of candidate signaling molecules identified through our single-cell sequencing analysis. To restrict knockdown to relevant PI output cells, we used a combination of the SIFa-GAL4 and DH44-GAL4 lines to drive UAS-RNAi expression. We call this combined GAL4 line (which also includes UAS-Dicer2 to increase RNAi efficiency) SIFa/DH44-GAL4. In the brain, SIFa/DH44-GAL4 is restricted to 10 PI cells (Fig 2A), with additional sparse expression in a handful of presumptive neurons in the ventral nerve cord (not shown).

**Fig 2:**
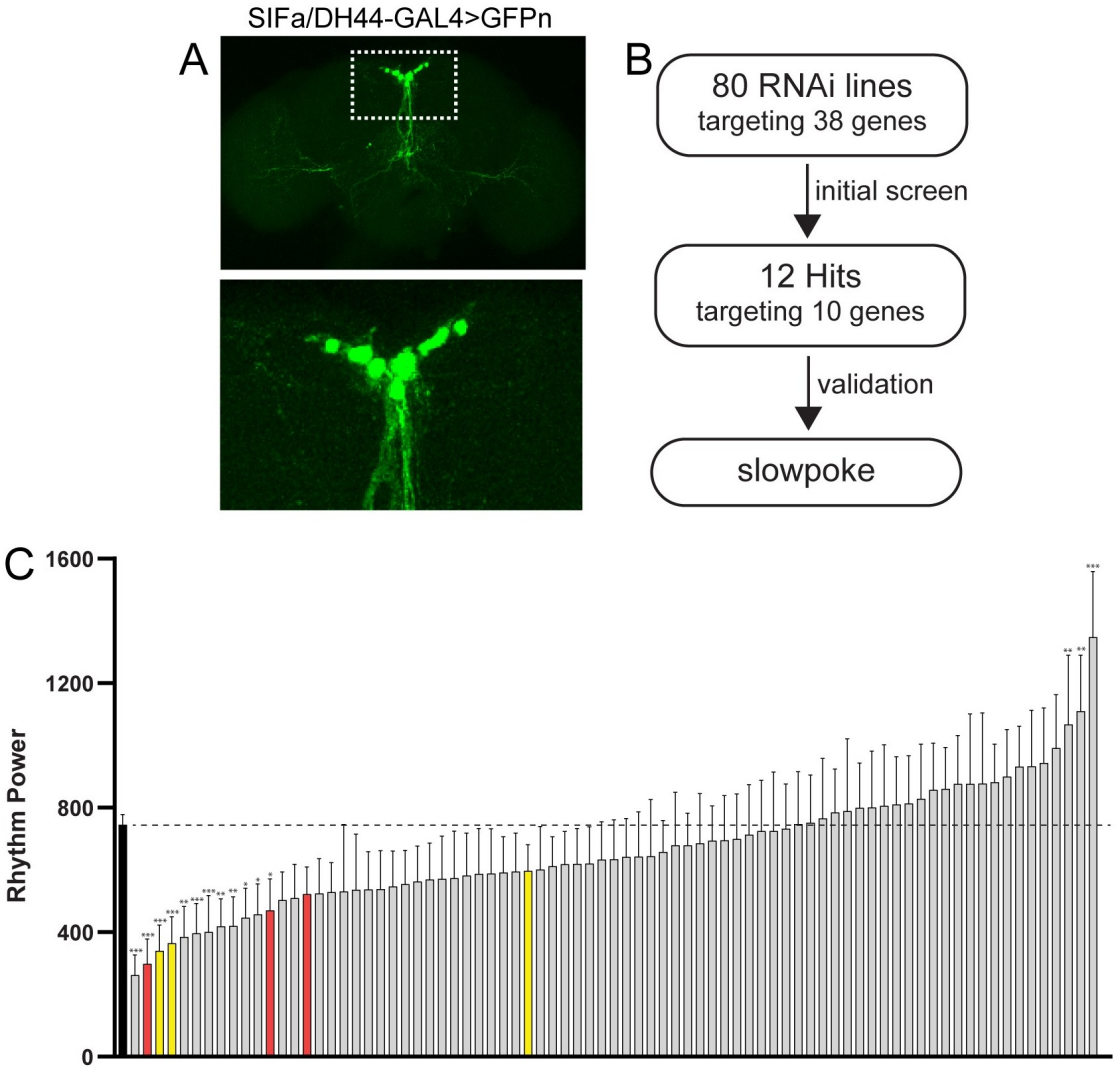
A screen for circadian output genes that function in PI cells. (A) Representative maximum projection confocal images of a fly brain in which a combination of SIFa-GAL4 and DH44-GAL4 lines were used to drive expression of a nuclear-localized GFP (SIFa/DH44-GAL4>GFPn). GFP expression in the brain is limited to 10 cells in the PI. The PI region (delineated by the dashed rectangle on the top image) is shown in a magnified view below. (B) Experimental design of our behavioral screen. We used the SIFa/DH44-GAL4 line to drive expression of 80 different RNA lines (targeting a total of 38 genes) specifically in PI output cells. Through screening and validation, we identified the *slo* potassium channel as a circadian output gene in the PI. (C) Screen results depict rest:activity rhythm power (mean ± 95% confidence interval) for all 80 experimental lines (in which SIFa/DH44-GAL4 was used to drive UAS-RNAi expression) as well as for GAL4 control flies (black bar). *p <0.01, **p < 0.001, ***p < 0.0001 compared to GAL4 control flies, Dunnett’s multiple comparisons test. Genes for which multiple independent lines targeting the same gene resulted in reduced rest:activity rhythm strength are labeled in red (*slo*) and yellow (*sss*). See S2 File for detailed information on rest:activity rhythm power, period and *n* for each line.

We screened 80 RNAi lines targeting a total of 38 genes (Fig 2B; S2 File). In most cases, this included multiple RNAi lines targeting a given gene. For 12 of these lines (targeting 10 unique genes), knockdown resulted in a significant reduction in rhythm strength compared to control SIFa/DH44-GAL4 flies (Fig 2C). These “hit” lines targeted an array of genes, including both receptors and ion channels. Among receptors were those encoding for 3 nicotinic AchR α subunits (*nAChRα1*, *nAChRα3*, and *nAChRα6*), 2 ionotropic glutamate receptor subunits (*CG9935*/*Ekar* and *CG11155*), and the *5-HT2A* serotonin receptor. We additionally observed decreased rest:activity rhythm strength associated with PI-specific knockdown of the potassium channel genes *sss* and *slo*, as well as 14-3-3ζ, which regulates *slo* activity [54]. In contrast to these changes in rhythm strength, we found little evidence for alteration of period length associated with PI-selective knockdown of any of our candidate genes (S1 Fig; S2 File). This is consistent with the idea that PI cells regulate circadian outputs, rather than directly affecting the core pacemaker.

Given the potential for false positives associated with large screens, we conducted several additional analyses to confirm a role for these genes in the circadian output function of SIFa- and DH44-expressing PI cells. First, we assessed for effects on rest:activity rhythms of gene knockdown using the same UAS-RNAi lines, but instead drove expression in the IPCs of the PI with a highly specific DILP2-GAL4 line (Fig 3A). As the IPCs have not been implicated in regulation of behavioral rhythms, we reasoned that knockdown in these cells should not affect rest:activity rhythm strength, thus allowing us to identify any potential non-specific effects on rhythmicity. We observed reduced rest:activity rhythm strength in 2 of 12 “hit” lines when tested with DILP2-GAL4: one targeting *CG9935*, and another targeting *nAChRα1* (Fig 3B). For the remaining 10 lines, we saw no effect of IPC-specific knockdown on rest:activity rhythms. We interpret these results as indicative of non-specific effects associated with the *CG9935* and *nAChRα1*-targeting lines (though we cannot rule out an indirect consequence of IPC manipulation on rest:activity rhythm strength). In contrast, the lack of effect in the remaining 10 lines supports an output function of these genes and furthermore demonstrates cellular specificity of action, especially because the IPCs constitute a nearby population of cells in the same brain region as those expressing SIFa and DH44.

**Fig 3:**
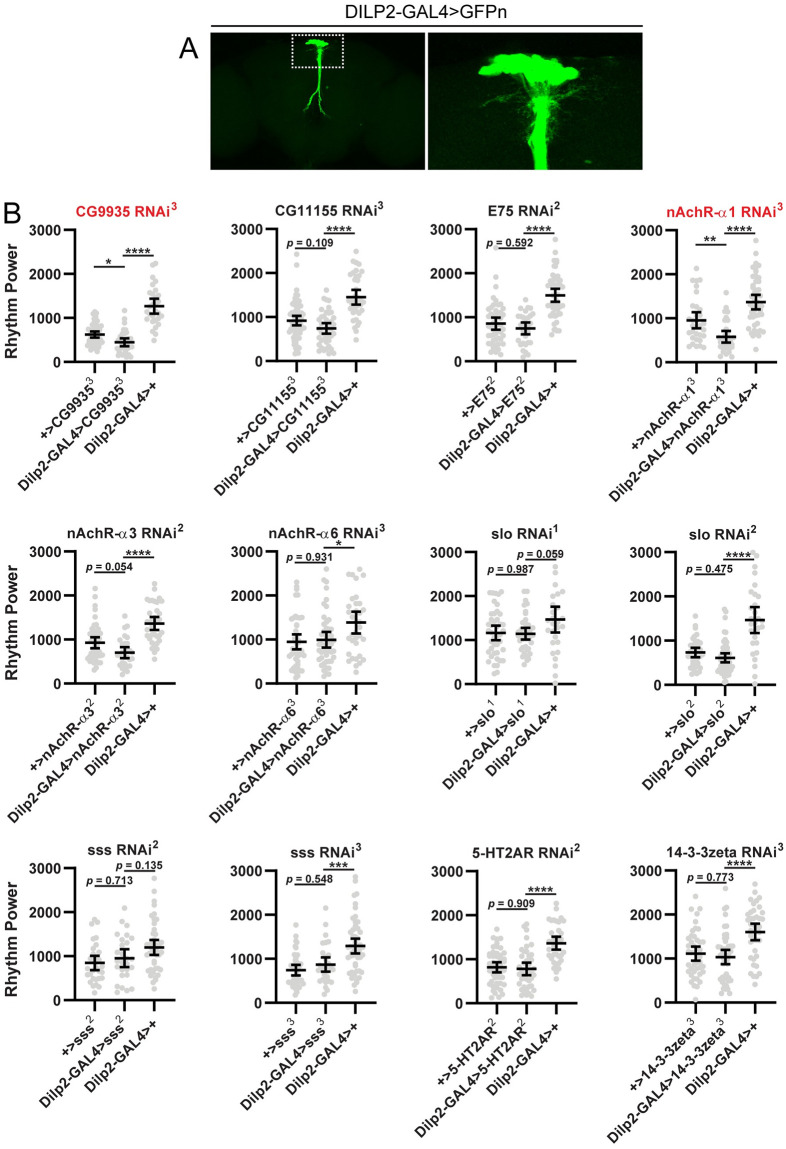
Effect of RNAi-mediated knockdown of candidate output genes in IPCs. (A) Representative maximum projection confocal images of a fly brain in which DILP2-GAL4 was used to drive expression of a nuclear-localized GFP (DILP2-GAL4>GFPn). GFP expression is limited to ~14 cells in the PI region. The right panel shows a magnified view of the boxed region on the left panel. (B) Rest:activity rhythm power is displayed for the genotypes listed. Lines are means ± 95% confidence intervals. Dots represent individual flies. *p <0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Tukey’s multiple comparisons test for experimental line compared to GAL4 or UAS controls. To simplify nomenclature, DILP2-GAL4>xxx refers to flies in which DILP2-GAL4 has been used to drive expression of an RNAi construct targeting gene xxx. + represents a wildtype chromosome. Graphs labeled in red indicate experiments for which we observed significantly reduced rest:activity rhythm strength in experimental flies compared to both GAL4 and UAS controls. Only *CG9935*- and *nAchRα1*- targeting RNAi constructs produced significant effects compared to both controls. See S2 File for detailed information on rest:activity rhythm power, period and *n* for each line.

Second, to address the issue of possible off-target effects associated with RNAi, we looked for evidence of consistent effects across multiple, independently generated RNAi lines targeting different regions of a gene. Somewhat surprisingly, we observed consistent behavioral effects for only 2 of the 10 genes identified in our screen: *slo* and *sss*. For the remaining 8 genes, we failed to replicate our findings with additional RNAi lines targeting the same genes. Thus, we cannot rule out the possibility that the reduced rest:activity rhythm strength in these 8 lines is due to off-target RNAi effects. In contrast, the similar phenotypes observed in multiple RNAi lines targeting *slo* and *sss* argue against off-target effects as accounting for the observed phenotype, thereby providing support for a role for these genes in regulating rest:activity rhythm outputs.

Importantly, for these two genes, we confirmed the findings of our initial screen in a set of follow-up experiments with increased sample size. For *slo*, we found a significant reduction in rest:activity rhythm strength for 2 of 3 RNAi lines (with a non-significant trend towards reduction with the third line) when driven by SIFa/DH44-GAL4 (Fig 4A). In general, these flies retained some residual rhythmicity following PI selective *slo* knockdown, but activity patterns were messier, with more activity occurring during times of normal quiescence as compared to controls (Fig 4B). Although reduction in rest:activity rhythm strength tended to be subtler following *sss* knockdown in PI output cells as compared to *slo*, we recorded significant effects in all 3 *sss*-targeting RNAi lines (Fig 4C). As was the case with *slo* knockdown, most of these flies retained some semblance of rhythmicity, but with less consolidated periods of rest and activity (Fig 4D).

**Fig 4:**
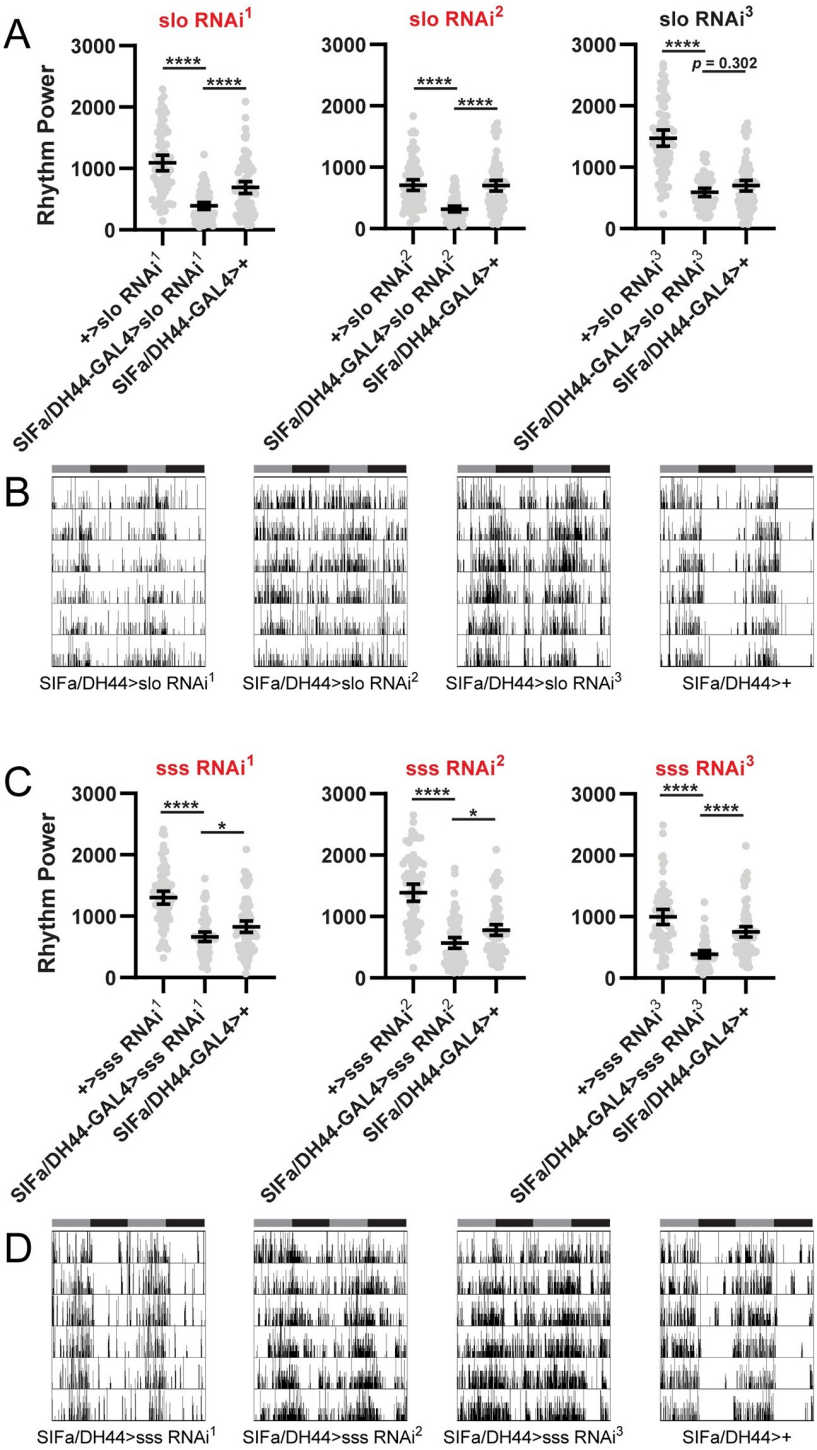
PI-specific knockdown of *slo* or *sss* reduces rest:activity rhythm strength. (A) Rest:activity rhythm power is displayed for flies in which SIFa/DH44-GAL4 was used to drive expression of 3 independent RNAi constructs targeting the *slo* gene. Lines are means ± 95% confidence intervals. Dots represent individual flies. *p <0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Tukey’s multiple comparisons test for experimental line compared to GAL4 or UAS controls. (B) Representative single fly activity records over 6 days in DD for the genotypes listed. Activity in infrared beam breaks/min is plotted for each minute. Activity records are double plotted, with 48 hours of data on each line and the second 24 hours replotted at the start of the next line. Gray and black bars above each plot represent subjective day and night, respectively. (C) Rest:activity rhythm power is displayed as described in (A) for flies in which SIFa/DH44-GAL4 was used to drive 3 independent RNAi constructs targeting the *sss* gene. (D) Representative single fly activity records over 6 days in DD are displayed as described in (B) for the genotypes listed. Graphs labeled in red indicate experiments for which we observed significantly reduced rest:activity rhythm strength in experimental flies compared to both GAL4 and UAS controls. We noted significant reduction in rest:activity rhythm strength following SIFa/DH44-GAL4-mediated expression of 2 of 3 *slo*-targeting RNAi constructs, and 3 of 3 *sss*-targeting constructs. See S2 File for detailed information on rest:activity rhythm power, period and *n* for each line.

As a final test of specificity, we drove expression of *sss* and *slo* RNAi constructs with C929-GAL4, which labels the vast majority of PI cells (Fig 5A), including those expressing SIFa and DH44 peptides [55]. Outside of the PI, C929-GAL4 is also expressed in a number of other peptide-expressing cells in the brain. Given the common expression in the PI cells of interest, we reasoned that knockdown using this GAL4 line should recapitulate findings with SIFa/DH44-GAL4. Interestingly, we observed divergent effects of *slo* and *sss* knockdown using C929-GAL4. Whereas C929-GAL4-mediated expression of all 3 *slo* targeting RNAi constructs significantly decreased rest:activity rhythm strength (Fig 5B and 5C), none of the *sss*-targeting lines produced a significant effect (Fig 5D). We note, however, that even in the case of *slo* knockdown, the phenotype was milder than that observed with the SIFa/DH44-GAL4 driver (Fig 5B and 5C). Thus it is possibility that SIFa/DH44-GAL4 drives more robust expression than C929-GAL4, accounting for the lack of effect of *sss* manipulations using the latter driver. Conservatively, however, we conclude that, among all genes tested, *slo* is the only gene for which we have unequivocally demonstrated a role as a circadian output gene within PI output cells.

**Fig 5:**
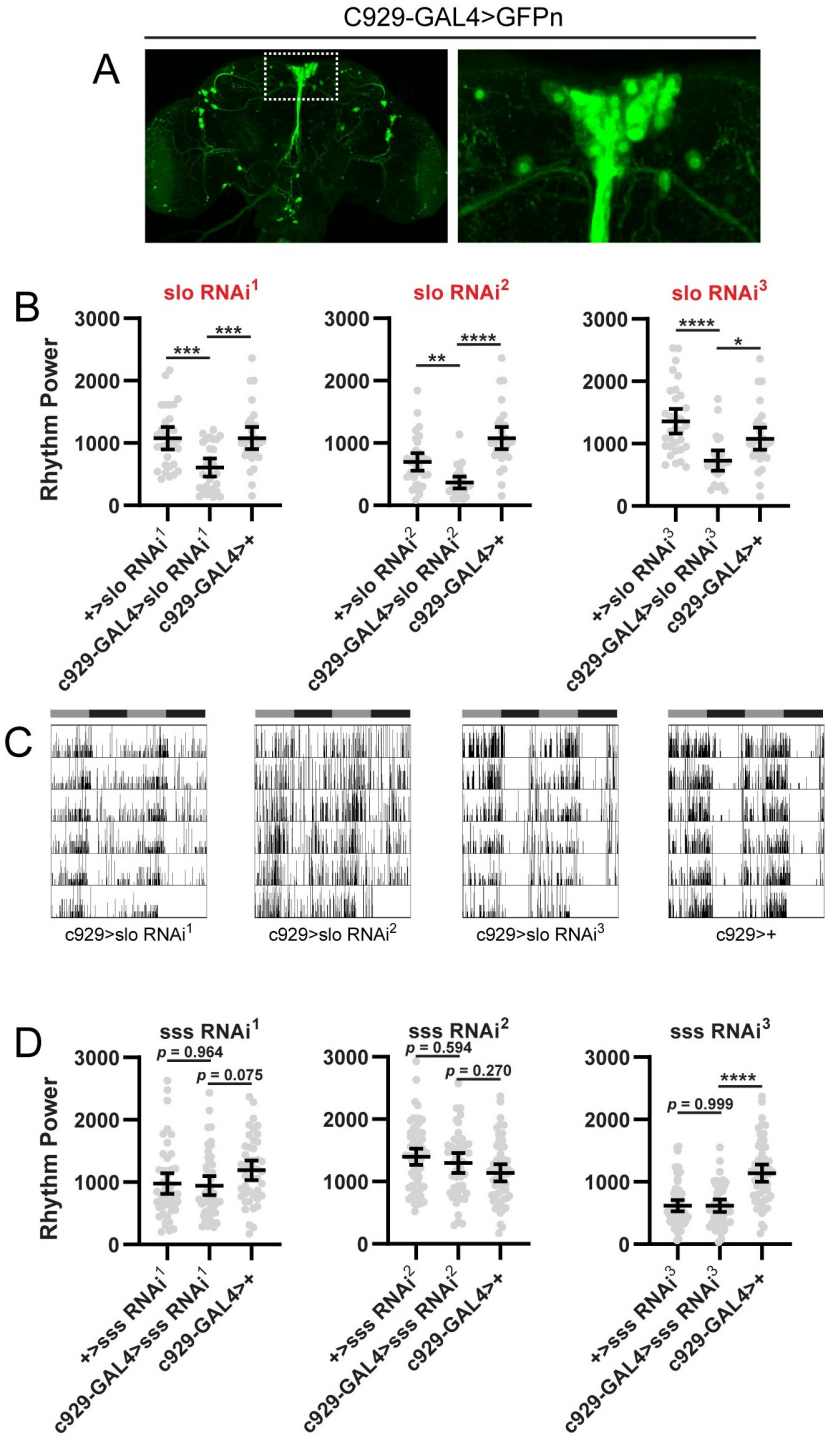
Confirmation of *slo* as a circadian output gene. (A) Representative maximum projection confocal images of a fly brain in which C929-GAL4 was used to drive expression of a nuclear-localized GFP (C929-GAL4>GFPn). GFP is expressed in all PI cells plus a number of peptidergic neurons outside the PI. The right panel shows a magnified view of the boxed region on the left panel. (B) Rest:activity rhythm power is displayed for flies in which C929-GAL4 was used to drive expression of 3 independent RNAi constructs targeting the *slo* gene. Lines are means ± 95% confidence intervals. Dots represent individual flies. *p <0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Tukey’s multiple comparisons test for experimental line compared to GAL4 or UAS controls. (C) Representative single fly activity records over 6 days in DD for the genotypes listed. (D) Rest:activity rhythm power is displayed as described in (A) for flies in which C929-GAL4 was used to drive 3 independent RNAi constructs targeting the *sss* gene. Graphs labeled in red indicate experiments for which we observed significantly reduced rest:activity rhythm strength in experimental flies compared to both GAL4 and UAS controls. C929-GAL4-mediated expression of all 3 *slo*-targeting RNAi constructs significantly reduced rest:activity rhythm strength, but expression of *sss*-targeting RNAi constructs was without effect. See S2 File for detailed information on rest:activity rhythm power, period and *n* for each line.

## Discussion

Core clock neurons in the brain modulate behavior through circadian output circuits that ultimately connect the clock cells to downstream neuronal populations that control overt behaviors. Output pathways are among the least well understood aspects of circadian rhythm regulation. To better characterize output circuits governing the generation of circadian rest:activity rhythms, we took a twofold approach. First, we used scRNAseq to identify potential circadian output genes expressed by cells in the PI region of the fly brain. We focused on genes with known roles in neuronal communication and excitability with the idea that such genes would be involved in receiving circadian information from clock cells and transmitting it to downstream components of the output circuit. Second, we assessed the behavioral consequences of RNAi-mediated knockdown of these genes within PI output cells. Because it is likely that many output molecules are essential to other important cell functions, global elimination of these genes, such as occurs in mutant lines, may result in pleiotropic effects or even developmental lethality. Our strategy therefore offers benefits compared to traditional approaches used to identify gene function in *Drosophila*, such as forward genetic screens, because it allows us to assess a specific function of these genes in PI neurons.

We hypothesized that this approach would inform our understanding of the manner through which circadian information is transmitted out of the clock cell network to downstream output cells. For example, it is currently unknown whether distinct clock cell groups give rise to multiple parallel downstream pathways or whether circadian information is first consolidated in select clock cell populations before being transmitted to output cells. By targeting receptors in PI cells of neurotransmitters and neuropeptides known to be used by specific clock cells, we reasoned that we would be able to pinpoint clock cell populations whose input to the PI is necessary to maintain robust circadian rhythms. Importantly, because PI manipulations do not alter clock cell function [5], such an approach should allow for isolation of the contribution of specific clock cells to behavioral and physiological outputs without disrupting the overall function of the clock cell network. Surprisingly, however, though we observed PI cell expression of genes encoding for multiple neurotransmitters and neuropeptides expressed by clock cells, we found no consistent effect of RNAi-mediated downregulation of those receptors on rest:activity rhythms. This lack of effect could result from molecular redundancy, especially in the case of the neurotransmitters glutamate and acetylcholine, for which multiple receptor subtypes were expressed by the same PI cells. This issue could be circumvented by simultaneously targeting multiple receptor subtypes, although this is an experimentally difficult undertaking.

One limitation of this study was that our scRNAseq analysis was conducted on a relatively small number of PI cells. Increasing the sample size would help to better understand the potential heterogeneity of gene expression between cells. When determining targets for our RNAi screen, we sought out signaling genes with significant expression in multiple analyzed cells because we thought that such genes would be more likely to play an important output role. However, it is possible that we have missed relevant genes that are expressed heterogeneously within the PI. For example, several glutamate receptor subunits were expressed by only 1–2 cells out of the 4 that we analyzed, and these were not tested for a functional role in circadian rhythm regulation.

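Tables 1–3 mark 36 of their 132 genes as tested in the screen. All 36 were at or above 1 RPM in 2 or more cells, compared with 28 (29.2%) of the 96 genes not tested (Fisher's exact test, two-sided, p = 3.69e-15). Of the 36, 19 were expressed in 4 cells, 12 in 3 cells and 5 in 2 cells. Of the genes not tested, 10 were expressed in 3 or 4 cells. The p ranged from 4.76e-17 to 3.71e-08 over 13 alternatives for the threshold, the counting and the cells used, which were set for this test after the data had been seen. The genes were chosen on these cells and are not independent replicates, so the test describes the choice and nothing else.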

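Of the 18 genes that Table 1 lists under glutamate receptors, 3 were at or above 1 RPM in 1 cell (*DmGluRA*, *KaiR1C* and *Neto*). Another 4 were in 2 cells (*GluRIA*, *GluRIB*, *GluRIIE* and *CG9935*). *KaiR1C* had 125 reads in cell 1, an expression of 5.04, and *Neto* had 257 reads in cell 4, an expression of 5.88. Table 1 marks *GluRIIE* and *CG9935* as tested in the screen and the other 5 as not tested.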

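Reads of 12 marker genes of glia made up 0.201% of the reads assigned to genes in cell 1, 0.380% in cell 2, 0.0788% in cell 3 and 0.568% in cell 4. *Gs2* was the most abundant of them, at 10.25, 10.78, 8.88 and 11.98. The glial transcription factor gene *repo* was at 6.10 in cell 4 and had 1 read or none in the other cells, although it too shares reads with an overlapping gene. Reads of 14 fat body marker genes made up 4.55%, 3.94%, 1.02% and 1.81% in cells 1 to 4. The lipophorin precursor gene *apolpp* led this list at 14.24, 14.75, 12.51 and 12.78, followed by the yolk protein genes *Yp3* (12.25 ± 1.15, SD, n = 4) and *Yp1* (11.98 ± 1.04). Reads of 10 genes listed as markers of all neurons, of which *Rdl* and *para* are also in Tables 1–3, made up 0.0813%, 0.233%, 0.621% and 0.346%. The differences between cells were larger than the Wilson 95% intervals of these shares, which were 0.0761% to 0.0816% for glia in cell 3 and 4.53% to 4.57% for fat body in cell 1. The intervals cover counting error only. In cell 1, the neuronal markers *elav*, *Syt1* and *para* had 1, 3 and 4 reads, and *brp* had 0. The highest counts of that list there were those of *nrv3* (1516) and *Rdl* (661). Of its genes, 7 were at or above 1 RPM in cell 1, compared with 10, 9 and 10 in cells 2 to 4. By this list the neuronal signal was weakest in cell 1, a limit on the values given for that cell.

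**Figure D4:**
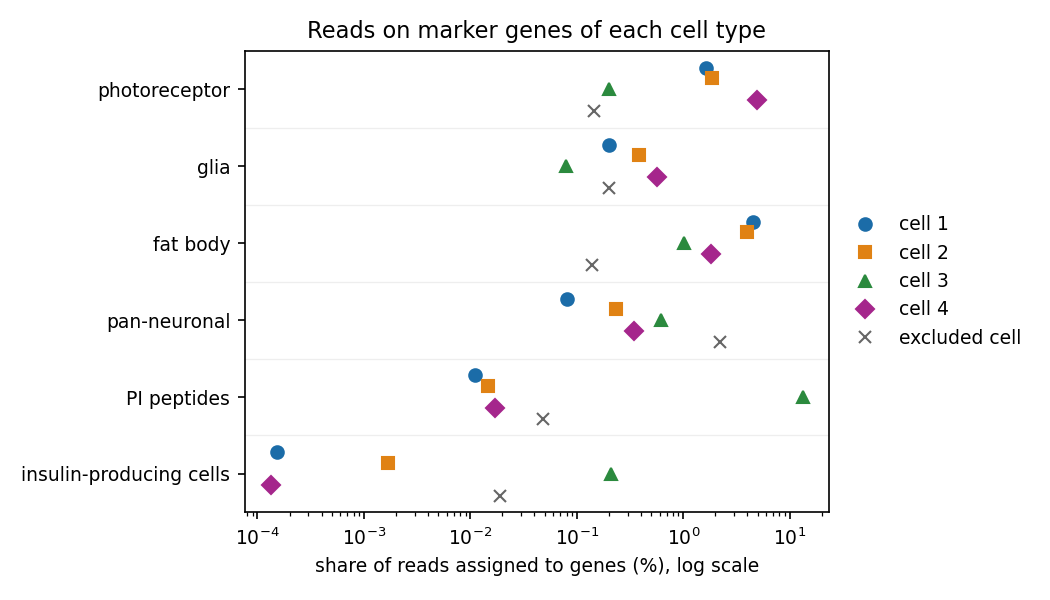
Share of the reads assigned to genes that fell on marker genes of each cell type. Each line of the y axis is a list of marker genes, the x axis is the percent of reads on a log scale and the symbols mark the libraries. Cell 3 has the lowest shares of photoreceptor, glial and fat body reads among the 4 kept cells and the highest share of PI peptide reads (13.2%), and the excluded cell has the highest pan-neuronal share (2.22%).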

We also note that sequencing analysis revealed expression of genes that are thought to selectively label non-neuronal cells, including glial and fat body cells. 

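Reads of 18 photoreceptor marker genes made up 1.62% of the reads assigned to genes in cell 1, 1.86% in cell 2, 0.200% in cell 3 and 4.89% in cell 4. The gene of the major rhodopsin, *ninaE*, was the most abundant, at 12.68, 13.31, 10.09 and 14.45 in cells 1 to 4, on 4453 reads or more. *Rh2* was at 10.56, 10.49, 3.56 and 7.22, and *Rh3* and *Rh4* were also above 1 RPM in all 4 cells (6.79 ± 1.49 and 6.34 ± 1.17, SD, n = 4). With MMQuant, *Rh4* had 0 reads in cell 3. *Rh6* was above the threshold in 3 cells, *Rh5* in 2 and *Rh7* in cell 4 only (4.95). The arrestin genes *Arr1* and *Arr2* were at 11.14 ± 2.57 and 10.97 ± 1.74. Relative to *ninaE* in the same cell, the reads of *CG9935* were 0.00388% in cell 1, 0.0769% in cell 2 and 0.241% in cell 4. Cell 3 had no *CG9935* read.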

We also observed expression of a number of genes typically associated with eye photoreceptors, including several rhodopsin genes and the glutamate receptor subunit *CG9935/Ekar* [56]. This unexpected gene expression could result from contamination, for example if debris from non-PI cells entered the pipet during cell harvesting, and we cannot rule out this possibility. Because of this, we caution that gene expression patterns suggested by our scRNAseq analysis should be independently confirmed.

Despite these limitations, our approach successfully uncovered an essential function of the *slo* gene in regulating the circadian output function of SIFa- and DH44-expressing PI neurons. *Slo* knockdown with multiple distinct RNAi constructs significantly attenuated rest:activity rhythm strength. Furthermore, this effect was cell specific, as expression of the same RNAi constructs in nearby IPCs had no impact on rest:activity rhythms. *Slo* is a member of the “Big K” family of voltage-gated calcium-dependent potassium channels [57, 58], which regulate cell excitability in part through effects on repolarization following action potentials. Interestingly, previous studies suggested a role for *slo* in the generation of rest:activity rhythms, as neuron-specific *slo* mutants are largely arrhythmic [49, 50]. “Big K” potassium channels perform a similar function in mammals, and mutations in *Kcnma1*, which encodes for a mammalian “Big K” channel, degrade rest:activity rhythms in mice [59].

*Slo* functions in part as an output molecule within circadian neurons. Although molecular clock cycling is intact in sLNv clock cells of *slo* mutants, clocks in dorsal clock neurons become desynchronized, suggesting a role for *slo* in communication between sLNvs and other parts of the clock network. However, rescue of *slo* in all clock cells does not fully reestablish behavioral rhythms, which indicates that expression in non-clock neurons is also necessary [49]. In conjunction with these previous results, our findings demonstrate that *slo* exerts it effects in multiple components of the circadian circuit, including PI output cells in addition to clock neurons.

Interestingly, such an arrangement, in which an output molecule acts in multiple nodes of the circadian output circuit, has also been proposed for other previously identified output molecules, including neurofibromin, the protein product of the disease-related *Neurofibromatosis 1* gene [18], Dyschronic, which regulates Slowpoke expression [60], and the RNA binding protein, LARK [61]. It is unclear whether these genes play a specific role in regulating circadian-relevant neurons, or whether they underlie more general aspects of neuronal physiology, such that their loss impacts any functions subserved by the neurons in which knockdown or mutation occurs. In the case of *slo*, the conserved circadian function in flies and mammals argues for an important and specific contribution to circadian rhythm regulation, likely by contributing to rhythmic neuronal excitability that allows for circadian information to propagate across output circuits.

## Supporting information

S1 File List of RNAi lines used in behavioral screening. (XLSX) Click here for additional data file.

S2 File Rest:activity rhythm power and period data for all experimental manipulations. (XLSX) Click here for additional data file.

S1 Fig Lack of effect of PI-specific knockdown of candidate circadian output genes on rest:activity rhythm period. Screen results depict rest:activity rhythm period (mean ± 95% confidence interval) for all 80 experimental lines (in which SIFa/DH44-GAL4 was used to drive UAS-RNAi expression) as well as for GAL4 control flies (black bar). Only two lines—nAchRα3 RNAi^1^ (red bar) and EcR RNAi^1^ (yellow bar)—exhibited a statistically significant difference in period compared to control flies, and even in these cases, the effect sizes were small and inconsistent across other RNAi lines targeting these same genes. *p <0.05, ***p < 0.0001 compared to GAL4 control flies, Dunnett’s multiple comparisons test.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

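RNA of single GFP-labeled cells of the pars intercerebralis (PI) was sequenced in 5 libraries. The study kept 4 of them as cells 1 to 4 and excluded 1, which is called the excluded cell here and is reported beside the others as its own value. The paper's text does not say which GAL4 driver labeled which cell, so the cells were treated as a single condition and were not divided by driver.

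The authors amplified the poly(A) RNA of each cell, trimmed the reads with Trim Galore and PRINSEQ, mapped them to dm6 with STAR and deposited, for each cell, the count of reads on each gene without regard to strand and for each of the 2 strands. The authors also deposited MMQuant counts, in which a read that falls on overlapping genes is given to the group of genes. The deposited counts are whole numbers without normalization. Each STAR table opens with 4 totals of reads that were not assigned to a gene. Such reads did not map, mapped to multiple places, lay outside exons (introns included) or lay where genes overlap. All 4 totals stayed out of the library sizes. Reads outside exons were 31.7%, 32.7%, 27.0%, 36.9% and 37.0% of the uniquely mapped reads in cells 1 to 4 and the excluded cell. Reads in overlaps were 6.18%, 5.45%, 5.18%, 5.64% and 4.42%. Of the 17453 gene identifiers in the STAR tables, 17179 were matched to a symbol. The behavioral recordings of the paper were not used here, apart from the rhythm power of each RNAi line in S2 File.

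From these counts, RPM was computed with the reads assigned to genes as the denominator, and expression as log2(RPM + 1), with 1 RPM as the threshold, which are the settings the methods of the paper give. Exact Poisson 95% intervals were computed for the reads of a gene in 1 cell, and Wilson 95% intervals for the share of a list of genes. Both cover counting error only. A gene with 0 reads was given an upper limit of 3 reads, which is below the upper end of its Poisson interval. The number of reads assigned to genes in cells 1 to 4 ranged from 3451331 to 4441952, with a median of 3996406, so this limit was at most 0.869 RPM. Values are given per cell, and means with the SD over the 4 kept cells.

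The cells had no comparison group, so no differential test between conditions was run. The tests made were Fisher's exact test of whether the genes chosen for the screen were expressed in more cells, and permutation tests with 100000 resamples, two-sided, of the relation between expression and the rhythm power of knockdown lines. Exact binomial tests, given the library sizes, were used to set a cell that lay far from the others against each other cell, as a check on counting error, and to compare the number of genes below a share with the number that counting error gives. Libraries were compared by Spearman's rho across genes and by a chi-square test of their counts. The calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots with matplotlib 3.10.9. Gene positions were taken from Ensembl release 115 (BDGP6.54). *para* and *InR* were not matched to that annotation by identifier and are given without a position.

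The genes to be named were limited to those of Tables 1–3 that the sentence at hand names or groups, those named in the text or in S1 File, those of the marker lists, the 10 genes with the highest mean expression over cells 1 to 4 and the 10 with the highest expression in the excluded cell. Not all of them are named. Most genes of the marker lists and of S1 File enter only through the summary of their list. This rule, the marker lists, the main settings and the alternatives were set before the data were examined, except where the text says that a choice was made later. Lists of marker genes were written for photoreceptors, glia, fat body, all neurons, peptidergic cells, PI peptides, insulin-producing cells, the clock, clock and other peptides, transmitters, and hemocytes and muscle. *FASN1*, *Phm*, *VAChT* and *Trh* of these lists were not matched to a gene of the count tables and were left out.

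The alternatives were all uniquely mapped reads as the denominator, the sum of STAR's 2 stranded counts, MMQuant reads of a gene alone, MMQuant reads with every shared read added, libraries thinned at random to the total of the shallowest of the 4 cells, thresholds of 10 RPM, of 100 RPM and of at least 1 read, a pseudocount of 0.1 RPM in place of 1 RPM, all 5 cells, and leaving out each cell in turn. The MMQuant and stranded counts took their own totals as the denominator.

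A value of 1 cell was taken to lie far from the others where its gap to the nearest cell, divided by the range, was above Dixon's 95% critical value of 0.829 for 4 cells. In the test for reads carried over between libraries, the genes with at least 3000 reads in the source library were used, and 95% upper limits were compared with the share of the transcript in question. The number of genes below that share was set against the number that counting error gives. For photoreceptor transcripts, the other genes of the list were compared in the same way where the share predicted at least 10 reads. Concordance of a list over the cells was measured by Kendall's W and set against 10000 random lists, each gene drawn from the 50 nearest in mean expression. The threshold, the carry-over test and Kendall's W were tested on simulated data, and Dixon's criterion was not. With 100 genes set to 3 RPM or more, 99.5% of their values over the cells were called expressed, compared with 0.25% of the values of genes set below 1 RPM. With all reads carried over, 1.40% of 215 genes fell below the share, and 83.3% of 108 genes given 0 reads were found.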

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

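Of the tests in this part, those of reads carried over between libraries, of RNA of insulin-producing cells, of shared reads, of the denominator, of the pseudocount, of counting error and of library size in the excluded cell were chosen only after the result was seen.

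Among the genes named in the text, 75 were at or above 1 RPM in at least 1 of the 4 cells, and in 19 of them (25.3%) 1 cell lay far from the other 3. Chance flags about 1 in 20 such groups, or 3.75 of the 75. The distant cell was the highest in 17 genes and the lowest in 2, and it was cell 1, 2, 3 or 4 in 1, 5, 7 and 6 genes. In 15 genes the other cells were all below 1 RPM, so that for these genes being expressed in a single cell is enough to meet the criterion.

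*Pdfr* was lowest in cell 3, at 0, and so was *slob*, at 0.32 on 1 read. The receptor genes with a single high cell were *Dh31-R1* (2.94, cell 2), *CCHa2-R* (8.54, cell 3), *nAchRα2* (2.64, cell 2), *mAchR-A* (4.07, cell 4), *DmGluRA* (5.12, cell 4), *KaiR1C* (5.04, cell 1) and *Dh44-R2* (5.11, cell 2), together with the auxiliary subunit gene *Neto* (5.88, cell 4). The channel genes were *Shal* (4.76, cell 2), *KCNQ* (3.84, cell 4) and *sei* (3.06, cell 3), and the markers of other cell types were *Rh7* (4.95, cell 4), *repo* (6.10, cell 4) and *alrm* (4.92, cell 2).

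Counting error at the depth of these libraries is not enough to produce this pattern. In all 19 genes the reads of the distant cell differed from those of each other cell, given the library sizes (exact binomial test, two-sided, p under 0.05 in each of the 3 comparisons, not adjusted). In 6 genes (*Dh31-R1*, *nAchRα2*, *Dh44-R2*, *sei*, *Rh7* and *SIFa*) the other 3 cells had 0 reads, so neither thinning nor another denominator or pseudocount can change the outcome. Of the other 13, all were past the critical value after the libraries had been thinned to the same total, although thinning changes libraries of such similar size little. Reads shared between overlapping genes are excluded as the source in the 12 genes that had none in any of the 4 cells (*Pdfr*, *Dh31-R1*, *CCHa2-R*, *nAchRα2*, *DmGluRA*, *KaiR1C*, *Neto*, *Shal*, *slob*, *Rh7*, *alrm* and *Dh44*). The most abundant genes took a larger share of the reads in cell 3 than in the other 3 cells (25.5% for the top 10 genes, against 12.0% to 14.8%), but a share of this size cannot bring *Pdfr* or *slob* from their level in the other cells to 1 read or fewer. With all uniquely mapped reads as the denominator of RPM, 12 of the 13 genes that could move were past the critical value, all but *Pdfr*. With a pseudocount of 0.1 RPM in place of 1 RPM, 5 of the 13 were past it (*Pdfr*, *CCHa2-R*, *slob*, *Dh44* and *Ilp3*). For the other 8 (*mAchR-A*, *DmGluRA*, *KaiR1C*, *Neto*, *Shal*, *KCNQ*, *repo* and *alrm*), meeting the criterion depends on the pseudocount.

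Shared reads were found in the other 7 genes. With these added, *KCNQ* and *Ilp3* still met the criterion and 5 genes no longer did, *mAchR-A*, *Dh44-R2*, *sei*, *repo* and *SIFa*. For *mAchR-A*, *Dh44-R2*, *repo* and *SIFa*, reads shared between overlapping genes may hide expression in further cells. MMQuant reads of the gene alone already put *mAchR-A*, *Dh44-R2* and *SIFa* at or above 1 RPM in more cells. These were 8 reads of *mAchR-A* in cell 3, 6 of *Dh44-R2* in cell 4 and 5 of *SIFa* in cell 1. *sei* lost its reads in cell 3 under the MMQuant count. Whether a shared read came from the gene or its neighbor cannot be told apart in these counts.

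What stays open is the loss of transcripts before amplification, which was not tested because no cell was sequenced more than once. Differences between types of PI cell also stay open. The samples carry no condition that separates the 4 cells, so no biological explanation was tested.

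Cell 3 stood apart in its peptides. *Dh44* was at 17.01 there on 538167 reads, against 6.81, 7.21 and 7.43 in cells 1, 2 and 4. It took 13.2% of all reads assigned to genes in STAR's count. MMQuant gave it fewer reads, 299888 in cell 3 against 169, 163 and 356 in cells 1, 2 and 4, none of them shared. The size of its share in cell 3 thus depends on the counting. *SIFa* was at 4.37 in cell 3 with 0 reads in the other 3 cells, and *Ilp3* was at 5.98. The median of the PI peptides list, which holds *Dh44* and *SIFa* only, was 10.69 in cell 3 and 3.41 to 3.71 in the others. Cell 3 also had 8179 reads of *Ilp2* and 143 of *Ilp5*. Reads carried over from another library are excluded as the source of these insulin reads, since the highest number of *Ilp2* reads in any other library was 768. RNA of insulin-producing cells collected with the cell could be their source, as could the cell itself. *Ilp2* had 1.52% as many reads as *Dh44* in cell 3, and nothing measured here decides between them.

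Because *Dh44* was so abundant in cell 3, its reads in cells 1, 2 and 4 could be reads carried over from the library of cell 3. They amounted to 0.0810%, 0.0940% and 0.141% of its reads in cell 3. If carry-over were their source, every other gene abundant in cell 3 would have at least that share in the receiving cell. Of 215 such genes, only 2, 2 and 3 had an upper limit below it in cells 1, 2 and 4, where counting error alone would give 5.38. Most of these genes were also expressed in the other cells, so few of them could have fallen below. *7B2*, which was highest in cell 3, lay below the share in cells 2 and 4, and *Ilp2* in cell 4. Expression of *Dh44* in cells 1, 2 and 4 and carry-over cannot be told apart by these counts.

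In cell 2, the median of the list of clock and other peptides was 1.85, with a median of 0 in the other 3 cells. The list has 13 genes, none of them in Tables 1–3, and its median is the value of a single gene near the threshold. Its share of reads was highest in cell 3 (0.240%), mainly through *Ms* (11.17), and was 0.0290%, 0.0299% and 0.0252% in cells 1, 2 and 4. No further test was made of this list.

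The excluded cell, for which the paper gives no expression values, had a clear neuronal signal. The median of the list of markers of all neurons was 10.70 there, against 4.82, 7.22, 7.94 and 7.40 in cells 1 to 4. The smallest of these differences is 2.76 on the log2 scale, whereas its library exceeded the smallest of the others by 0.51, which is too little for a difference in library size to be the cause even before scaling to RPM. Genomic DNA as the source of the reads outside exons, if copied evenly, would cover the genome evenly. The genes considered were those with a read in at least 1 other library whose exons would then hold 10 or more reads. The excluded cell adds no gene to its own set, which was therefore smaller (8589 genes) than those of the other cells (9097 to 9391). Of the 8589 genes, 1446 had 0 reads in the excluded cell (16.8%), and with only those parts of exons that overlap no other gene, 1402 of 8491 did (16.5%). This goes against evenly copied genomic DNA as the main source of those reads. The first of these shares was 28.8% to 56.3% in the other cells. A few abundant genes did not dominate this library either, as its top 10 genes held 16.1% of the reads. A cell of another neuronal type and a wrong label stay open, since neither was tested. The neuronal list also does not show that the RNA came from a single neuron. The transmitter genes *ChAT* and *VGlut* were both high there, at 10.05 and 10.44. Both were also above 1 RPM in cells 1, 2 and 4, at lower levels. No biological explanation was tested for the excluded cell.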

How the results depend on the processing

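Of the alternatives in this part, those for the genes chosen for the screen were chosen only after the result was seen.

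No paired analysis was possible because each library is a different cell of the same condition.

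The number of genes expressed per cell stayed within 1.5 times the reported number under 7 of 8 alternatives, between 3074 and 5159 genes in cell 1, 4340 and 7071 in cell 2, 2336 and 4326 in cell 3, 4477 and 7257 in cell 4, and 4922 and 8543 in the excluded cell. A threshold of 100 RPM lowered it to 1394, 1298, 1141, 1344 and 1658 genes, because a stricter threshold admits fewer genes by construction. Of the 132 genes of Tables 1–3, 64 were in 2 or more cells. At 100 RPM 22 were, and under the other 12 alternatives 46 to 88. For genes in all 4 cells, of which there were 23, thresholds of 10 RPM and 100 RPM left 12 and 3, and counting any gene with at least 1 read gave 38, again by construction. The other 10 alternatives gave 20 to 34. Leaving out 1 cell at a time gave 46 to 60 genes in 2 or more cells and 23 to 34 in all of the cells left.

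The median correlation between cells was 0.484 with genes at or above 10 RPM and 0.566 with Pearson's r, beside 0.541. For the choice of screened genes, the p of Fisher's exact test was between 4.76e-17 and 3.71e-08 under all 13 alternatives. The relation of expression to rhythm power had a rho of 0.0119 to 0.308 (p = 0.0605 to 0.944, permutation test) under its 7 alternatives, none of them past the threshold. The expression of hit genes less that of the other screened genes was 0.80. It was 0.37 without cell 3, 1.36 without cell 1, and 0.37 to 1.36 over the 4 cells left out in turn. With the number of cells at or above 1 RPM in place of the level, the difference was -0.0214 (p = 1, permutation test), on the other side of 0. The cause was not tested.

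For the 88 genes of the text followed through the alternatives, a shift was counted where it exceeded the gene's SD between the 4 cells. By this criterion, 38 of 1408 values per cell and 30 of 440 means moved, 23 of the means under a pseudocount of 0.1 RPM. That SD can be much wider than counting error, so few moves do not show that values are exact. For *Pdfr* it was 3.16, whereas the Poisson interval in cell 1 was 6.79 to 7.05. Means with 1 cell left out are not among these 440. The mean of *CCHa2-R*, for example, was 2.46 over the 4 cells and 0.43 without cell 3. With all uniquely mapped reads as the denominator, 7 genes were counted in fewer cells, namely *nAchRα1*, *nAchRα5*, *GluRIA*, *para*, *Hk*, *Ilp2* and *Ilp3*. With libraries thinned to equal depth, 3 were (*nAchRα1*, *GluRIA* and *Ilp2*). The sum of the stranded counts put 7 genes in more cells and 2 in fewer, MMQuant reads of the gene alone 3 and 8, and MMQuant with shared reads 5 and 7. Of 110 list medians, 1 moved by more than the SD of that list's median between the 4 cells.

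Depth limits what a low value can show. Of the 528 values of the genes in Tables 1–3, 238 rest on 0 reads and 68 on 1 to 3 reads, and no level under the limit that 0 reads allow can be told from absence.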

Differences from the paper's values

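No test was run in this part. None of the values that could be compared with those of the paper differed under the main settings. All 528 values of Tables 1–3 were within 0.011 of the values computed here, with a largest difference of 0.00505. The share of uniquely mapped reads, which the paper gives as a range, ran from 60.4% to 85.5% in the 4 kept cells, and the excluded cell was above it at 92.6%. With the MMQuant counts in place of STAR's, 11 of the 528 values differed by more than the spread between cells and by more than 1.5 times, and 20 did with the shared reads added. The sum of the stranded counts changed 19 values to that extent and all uniquely mapped reads as the denominator 0. Pairs of values that both lie under the limit for 0 reads were left out of these counts, a rule added after the values had been seen.

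The paper describes the expression of the receptors for leucokinin, DH44, SIFa and hugin as low. Of these 6 receptor genes, 5 had 0 reads in every cell, and *Dh44-R2* was at 5.11 in cell 2.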

Other observations

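Of the tests in this part, those of the photoreceptor and fat body lists, of reads carried over from cell 4, of *CG9935* and of *AkhR* were chosen only after the result was seen.

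Photoreceptor transcripts were present in each of the 4 cells. The paper raises contamination as a possibility for them. Reads carried over from the library of cell 4, where *ninaE* was most abundant, are excluded as the whole source in cells 1, 2 and 3. The *ninaE* reads there were 25.9%, 35.3% and 4.47% of those in cell 4. Of the other photoreceptor genes to which that share gives 10 or more reads, 7 of 15, 10 of 15 and 8 of 14 had an upper limit below it in cells 1, 2 and 3, where counting error alone would give fewer than 1. In cell 3, for example, *norpA* had 18 reads where 383 were predicted and *ninaC* had 10 where 293 were. Of 253 genes outside the list that were abundant in cell 4, 43, 32 and 24 lay below the share, where counting error would give 6.33. A smaller contribution of carry-over is not excluded. RNA of photoreceptors collected with the cell would bring all its transcripts together. The 16 genes of the list that were detected did order the cells alike, with a Kendall's W of 0.689 at percentile 100 of 10000 random lists of matched genes, whose median was 0.0754. This is consistent with RNA of photoreceptors collected with the cell. None of the 18 genes of the list is in Tables 1–3, and 12 were at or above 1 RPM in all 4 cells. A PI cell that itself transcribes these genes would give the same order, and the design offers no contrast by which to test that.

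Glial markers also ordered the cells alike, with a W of 0.602 over 11 genes (percentile 99.95), and so did the pan-neuronal markers with a W of 0.34 over 10 genes (percentile 95.9). Concordance is therefore not particular to photoreceptors. The fat body list had a W of 0.34 over 10 genes (percentile 93.5), which leaves RNA of fat body collected with the cell undecided for the list, and it cannot be told apart from varying expression in the cells. None of the genes in the glial and fat body lists is in Tables 1–3.

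The receptor gene *AkhR* varied between cells together with the fat body list. Its reads were 0.703%, 0.911%, 0.314% and 0.433% of the reads of that list in cells 1 to 4 and 0.429% in the excluded cell, an SD of 0.61 on the log2 scale. Of 500 genes of like mean expression, 0.8% had a steadier ratio to the list. A candidate explanation for the *AkhR* reads is RNA of fat body collected with the cell. This is a hypothesis found and tested on the same 5 libraries, and expression of *AkhR* in the PI cells is not excluded by it.

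The paper names *CG9935* (*Ekar*) among genes associated with photoreceptors. If RNA of photoreceptors were its source, it would keep about the same ratio to *ninaE*. The ratio of cell 4 predicts 62.1 reads in cell 1, where 1 was counted. The ratio was 0.241% in cell 4 but 2.75% in the excluded cell, on 41 reads. *ninaE* and *CG9935* need not come from the same photoreceptors, so the test leaves RNA of photoreceptors collected with the cell open for *CG9935*.

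Genes whose knockdown lowered rhythm power were compared with their expression in the 4 cells. In the brain, the knockdown was confined to SIFa and DH44 cells, whereas expression is a mean over all 4 cells. Of these, cell 3 alone had a high *Dh44* level (17.01, against 6.81 to 7.43). *SIFa* had 0 reads in STAR's count of cells 1, 2 and 4. The mean may therefore rest mostly on cells outside the knocked-down group. The paper's S2 File gives the power of 80 lines for 38 genes, of which 12 lines of 10 genes are marked there as hits. Across the 38 genes, mean expression and mean power had a Spearman's rho of 0.171 (p = 0.301) and a Pearson's r of 0.165 (p = 0.321). Hit genes were at 5.83 ± 2.73 (SD, n = 10) and the other screened genes at 5.03 ± 2.09 (SD, n = 28), a difference of 0.80 (p = 0.344, permutation test, two-sided). Over these 3 relations each Benjamini-Hochberg adjusted p was 0.344. Neither a lower power for genes with a higher level nor a higher level of hit genes was found, and genes are not independent replicates. Of the 38 genes, 34 are in Tables 1–3. The tables also mark *sNPF-R* and *Sh* as tested, which are not among the genes of S1 File.

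In the excluded cell, *slo* was at 10.88, *Sh* at 12.25, *Pdfr* at 4.30 and *sNPF-R* at 6.95. *Lkr* (6.13), *Dh44-R1* (6.14), *SIFaR* (5.46), *PK2-R1* (4.19) and *PK2-R2* (3.19), which had 0 reads in cells 1 to 4, were all above 1 RPM there. *Dh44* was at 8.58, *SIFa* at 6.65 and *ninaE* at 8.25. Its most abundant genes were *lncRNA:mimi* (15.25), *IA-2* (15.01), *lncRNA:noe* (14.82), *pros* (13.87), *lncRNA:CR44832* (13.35), *Cam* (13.02), *14-3-3zeta* (12.84), *Atpalpha* (12.76), *mei-P26* (12.68) and *CG31221* (12.57). *lncRNA:CR44832* was at 2.93, 2.82, 5.04 and 2.87 in cells 1 to 4.

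In cells 1 to 4, the genes with the highest mean expression were *RpL5* (14.11), *RpL41* (13.90), *apolpp* (13.57), FBgn0261606 (13.46), *RpLP2* (13.27), *RpS23* (13.27), FBgn0000556 (13.23), *RpS29* (13.11), *ATPsynC* (12.76) and FBgn0260441 (12.74).

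Of the 8 clock genes, *Pdp1*, *tim* and *cyc* were above 1 RPM in all 4 cells. *Pdp1* was at 10.20, 10.48, 9.06 and 10.93, *tim* at 6.53, 3.75, 1.98 and 6.92, and *cyc* at 3.24, 4.52, 7.88 and 3.72. *per* passed the threshold in cell 4 only (2.52) and *Clk* in cells 2, 3 and 4 (5.32, 6.67 and 4.70). *cry* was at 6.67, 5.03 and 4.66 in cells 2, 3 and 4, *vri* at 5.69 and 5.92 in cells 2 and 4, and *cwo* at 3.89, 8.96 and 7.83 in cells 1, 2 and 4. The whole list took 0.129%, 0.214%, 0.0904% and 0.243% of the reads in cells 1 to 4 and 0.311% in the excluded cell.

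Reads of 5 peptidergic marker genes were 0.0203%, 0.0566%, 1.83% and 0.0318% in cells 1 to 4 and 0.335% in the excluded cell. For *Dh44* and *SIFa* together the shares were 0.0111%, 0.0147%, 13.2%, 0.0171% and 0.0480%, and for the 4 genes of insulin-producing cells 0.000153%, 0.00168%, 0.210%, 0.000135% and 0.0190%. The clock and other peptides list took 0.192% in the excluded cell. The 8 transmitter genes took 0.0152%, 0.0574%, 0.000957%, 0.0127% and 0.252%, and the 5 genes of hemocytes and muscle 0.0575%, 0.0566%, 0.0238%, 0.0910% and 0.00240%. None of the genes in these lists is in Tables 1–3.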
